# High-throughput transcriptome sequencing and comparative analysis of *Escherichia coli* and *Schizosaccharomyces pombe* in respiratory and fermentative growth

**DOI:** 10.1371/journal.pone.0248513

**Published:** 2021-03-17

**Authors:** Joivier Vichi, Emmanuel Salazar, Verónica Jiménez Jacinto, Leticia Olvera Rodriguez, Ricardo Grande, Edgar Dantán-González, Enrique Morett, Armando Hernández-Mendoza

## Abstract

In spite of increased complexity in eukaryotes compared to prokaryotes, several basic metabolic and regulatory processes are conserved. Here we explored analogies in the eubacteria *Escherichia coli* and the unicellular fission yeast *Schizosaccharomyces pombe* transcriptomes under two carbon sources: 2% glucose; or a mix of 2% glycerol and 0.2% sodium acetate using the same growth media and growth phase. Overall, twelve RNA-seq libraries were constructed. A total of 593 and 860 genes were detected as differentially expressed for *E*. *coli* and *S*. *pombe*, respectively, with a log2 of the Fold Change ≥ 1 and False Discovery Rate ≤ 0.05. In aerobic glycolysis, most of the expressed genes were associated with cell proliferation in both organisms, including amino acid metabolism and glycolysis. In contrast in glycerol/acetate condition, genes related to flagellar assembly and membrane proteins were differentially expressed such as the general transcription factors *fliA*, *flhD*, *flhC*, and flagellum assembly genes were detected in *E*. *coli*, whereas in *S*. *pombe* genes for hexose transporters, integral membrane proteins, galactose metabolism, and ncRNAs related to cellular stress were overexpressed. In general, our study shows that a conserved "foraging behavior" response is observed in these eukaryotic and eubacterial organisms in gluconeogenic carbon sources.

## Introduction

During the past decade, the amount of biological data has dramatically increased due to the development of high throughput experimental biology such as massive parallel DNA sequencing technologies. These resources and the continuous improvement of bioinformatics tools allowed us to explore and reveal that universal principles in living systems, such as cell cycle, responses to environmental change, metabolic pathways, and gene regulation, are generally conserved in eukaryotes, eubacteria, and archaea [1–3]. For example, *Saccharomyces cerevisiae*, *Caenorhabditis elegans*, *Drosophila melanogaster*, and *Mus musculus*, among others, have been used as study models for human’s neurodegenerative diseases such as Alzheimer’s, Parkinson’s and Huntington’s, for cardiovascular and inflammatory diseases, diabetes, metabolic disorders, including the regulatory genetic elements that are conserved among all organisms [4–9]. In this evolutionary context, even an organism as simple as *Escherichia coli* can be compared with eukaryotes to delimit differences and similarities with other unicellular eukaryotic organisms, such as the yeasts *S*. *cerevisiae* and *Schizosaccharomyces pombe*. For instance, *E*. *coli*, *S*. *cerevisiae*, and *S*. *pombe*, are ideal model microorganisms to study the evolution between a prokaryote and a unicellular eukaryote because they carry out common processes such as the biosynthesis of amino acids, nucleotides and organic compounds, as well as metabolic events such as the Crabtree effect [10], which has been considered as an event analogous to the Warburg effect in tumor cells. Comparing the regulation of transcription and translation in these organisms can help us to understand the conservation and divergence of the biochemical mechanisms, protein, and protein interaction networks, transcriptional regulators, and gene regulatory networks [11].

Biological interaction networks are generally context-specific since they are based on structural, qualitative, and quantitative data obtained under controlled specific cell or tissue conditions, but it is evident that during evolution they were subjected to selective pressure. On the one hand, yeasts, such as *S*. *cerevisiae*, are capable of fermenting glucose to ethanol, even in the presence of oxygen, a phenomenon known as aerobic glycolysis. They also carry out an oxidative metabolism when glucose is low or when the carbon source is not fermentable, as is the case of succinate, ethanol, glycerol, and other compounds [12]. Glucose concentration reduction in the environment has a wide range of effects in regulatory networks, cell morphology, and life span increase induced by caloric restriction in yeast [10]. Similarly, *E*. *coli*, when grown in media with a high glucose concentration, accumulates acetyl Co-A and suppresses the expression of genes involved in the uptake of alternative sources of carbon. As in yeast, when glucose is scarce, *E*. *coli* can use other carbon sources such as glycerol, pyruvate, succinate, among others [13].

*E*. *coli* and *S*. *pombe* are of particular interest for the analysis of regulatory circuits conserved through evolution. Both species divide by binary fission and constitute models of symmetrical cell division. These organisms are considered models for the study of the caloric restriction in microorganisms, and when they grow in excess of glucose under aerobic conditions, they induce glucose-mediated aerobic acidogenesis (aerobic fermentation) or the Crabtree effect [10]. Besides, both organisms have common points in oxidative stress regulation [14], and mechanisms of post-transcriptional control of gene expression mediated by RNAse III [15,16]. These processes involve the participation of proteins such as Hfq *in E*. *coli* [17,18] and AGO1 in *S*. *pombe* [19,20].

RNA-seq has been used to obtain a representation of full transcripts, discover unknown genes and detect differential expression of both well-annotated and non-annotated regions of the genome and to infer regulatory networks of several cellular processes that were assumed exclusively to the dominion of proteins [21]. This shows that the transcriptomic profile presents more complexity and dynamism than the genome [22]. In both eukaryotes and prokaryotes, regulation of gene expression occurs by the combination and concerted action of transcription factors and ncRNAs, ensuring an accurate response to a given stimulus. At the transcriptional level, transcription factors bind to promoter regions and enhance the activation or repression of genes. At the post-transcriptional level, ncRNAs generally have a number of roles, such as suppressing the expression of genes by degradation or inhibition of their translation, or increasing the stability of the messenger and therefore its half-life [17,19]. The sRNAs in bacteria and the siRNAs/miRNAs in eukaryotes regulate gene expression at both transcriptional and post-transcriptional levels, interacting by complementarity with another nucleic acid molecule, or by altering the activity of a protein or protein complex.

On both organisms several transcriptomic analyses have been performed using glucose or glycerol as a carbon source operating the optimal conditions for each organism. However, there are no studies where both species were compared in the same growth media to reduce the variations that could influence the overall expression of the gene, making it difficult to compare results between the two organisms.

The present study aims to characterize the transcribed regions of the genome by RNA-seq obtained from the total RNA of *E*. *coli* MG1655 and *S*. *pombe* 972 h-, grown in similar conditions. In order to reduce the experimental variations, we generated RNA libraries of both organisms grown in the same modified YE medium to compare only the response to the carbon source, supplementing the media with 2% Glucose or a mixture of 2% Glycerol/0.2% Sodium acetate and collecting the samples at the same growth phase. This is the first report paralleling the growth of *E*. *coli* and *S*. *pombe* in the same growth media, comparing only the change of the carbon source. Data analysis showed a differential expression of protein-coding genes and ncRNAs. In glucose, we observed that enriched functional categories related to cell proliferation are a common response as expected, while glycerol catabolism, stress, cell differentiation and strong expression of ncRNAs are evident in gluconeogenic carbon source in both organisms, strengthening the idea that these molecules are essential for the regulation of genes involved in stress conditions. There is also evidence of gene expression in both organisms involving a "foraging behavior" phenotype when glucose is absent, a result that is supported by cell morphology observations. This research also serves as a framework for future research into functional comparative genomics between eubacteria and eukaryotes.

## Materials and methods

### Strains

*E*. *coli* K-12 MG1655 and *S*. *pombe* 972 h- were the strains used for this work (donated by Dra. Elena Hidalgo).

### Culture media and growth conditions

*E*. *coli* was maintained in Luria Bertani (LB) agar plates and *S*. *pombe* in Yeast Extract with Supplement (YES) agar plates. To compare both organisms, they were grown in Yeast Extract (YE; 5 g/L Yeast Extract, 3 g/L KH_2_PO_4_) medium under the two following conditions: the first condition used 20 g/L glucose as a carbon source while the second condition employed 20 g/L glycerol and 2 g/L sodium acetate; in the two conditions pH was adjusted to 7.2 for *E*. *coli* and 6 for *S*. *pombe*. Cells were incubated at 220 rpm, and an optimal temperature of 37°C for *E*. *coli* and 30°C for *S*. *pombe*. Growth started at an optical density of 0.05 at 600 nm in all experiments. Three independent biological replicates were performed for each condition.

For total RNA extraction, cultures were harvested at the middle log phase and after RNAlater (Ambion ®) was added according to manufacturer recommendation. Cultures were harvested by centrifugation at 6500 rpm for five minutes and stored at -70° C.

### RNA libraries

Total RNA was isolated with TRI Reagent®, followed by precipitation with isopropyl alcohol. DNA contamination was removed treating with DNase (Zymo Research) and RNA was concentrated using RNA Clean and Concentrator™ -5 columns (Zymo Research) following the manufacturer’s instructions. Ribosomal RNA depletion was performed with RiboMinus ™ Yeast/Bacteria Transcriptome Isolation Kit at 1 μg/μl of RNA concentration. Next-generation sequencing (NGS) libraries were prepared using Illumina TruSeq Stranded mRNA preparation kit as per the supplier’s instructions with dual indexed Illumina adapters. Paired-end (2 × 75 bp) sequencing multiplexing barcodes were added to the pooled libraries using the Illumina NextSeq 500 platform by the Unidad Universitaria de Secuenciación Masiva y Bioinformática (UUSMB)–UNAM (http://www.uusmb.unam.mx/).

### Sequencing data analysis

FASTQC available at http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ was used for quality control analysis of all sequences. Trimmomatic v0.36 [23] was used to select a quality filtering score >20, removing 3’ end low-quality bases and trim adaptors. Forward and reverse-read mate pairs were aligned to the genome of *E*. *coli* MG1655 K-12 and *S*. *pombe* 972 h- using HISAT2 [24] for both organisms. Mapping parameters were set to align the best quality reads and report the best alignment, without accepting mismatches. SAMtools [25] was used to remove optical duplicates of PCR and sequence reads with a MAPQ < 30, with the objective to collect high quality alignments for estimating the abundance of unique transcripts resulting in 1.3 million on average in all libraries. The number of sequences reads that mapped to the genomes were tabulated from the resulting BAM alignment files using coverage BEDtools [25]. Gene with at least one count per million measurements in two replicates were analyzed for significant differential expression analysis.

The TMM method was used to normalize effective library size and the generalized linear model (GLM) likelihood ratio test was used to detect differentially expressed genes (DEGs), requiring a log2 of the Fold Change (log2FC) ≥ 1 and with a False Discovery Rate (FDR) of ≤0.05, using the EdgeR package in R [26].

An overview of the gene expression data has been deposited in NCBI’s Gene Expression **Omnibus (GEO) accessible through GEO Series accession number GSE138088.**

To review GEO accession GSE138088:

**Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138088**

Enter token mtejauqknbkjpol into the box

### Bioinformatic analyses

To compare the presence of orthologs among both species we used OrthoVenn software [27,28], using 4242 and 5132 protein coding sequences of *E*. *coli* and *S*. *pombe*, respectively (*E*. *coli* genome information is located in the NCBI link https://www.ncbi.nlm.nih.gov/genome/167?genome_assembly_id=161521 and *S*. *pombe* in https://www.ncbi.nlm.nih.gov/genome/14?genome_assembly_id=22534).

OrthoVenn2 generates protein clusters where each cluster consists of species orthologs or paralogs. The overlapping cluster means proteins from different species contained in the cluster. For instance, if cluster 1 has three A-species proteins and two B-species proteins, this means cluster 1 is an overlapping cluster for A and B, which also means shared cluster 1 for A and B. In addition, to compute the p values for GO terms being enriched in clusters overlapping, OrthoVenn uses hypergeometric distribution described in (https://orthovenn2.bioinfotoolkits.net/help). Pair-wise sequence similarities between all input protein sequences were calculated with an e-value cut-off of 1e−5. An inflation value (−I) of 1.5 was used to define orthologous cluster structure in *E*. *coli* and *S*. *pombe*.

To compare and complement the analysis obtained with OrthoVenn, we used the information of ortholog genes predicted by PANTHER phylogenetic trees stored in PANTHER database [29] that contains the complete sets of protein coding genes for 142 organisms, obtained from the definitive Reference Proteomes project at UniProt. For each gene, PANTHER also reports orthologs and paralogs based on the inferred speciation and gene duplication events in the phylogenetic tree (ftp://ftp.pantherdb.org/ortholog/16.0/RefGenomeOrthologs.tar.gz).

We used the Gene Set Enrichment Analysis (GSEA) to examine gene sets from metabolic pathways generated and curated in the KEGG database or gene sets generated from literature data to gain insight into the observed phenotypes of both species [30] using the log2 Ratio of Classes option as a metric and selecting the significantly enriched gene sets of each condition, according with the default values of FDR < 25% and at nominal p-value < 5%, as indicated by the program. We also introduce our data of genes with Log2FC values for a Functional Enrichment Analysis in STRING database (https://string-db.org) for subsequently assignment of enriched Gene Ontology (GO), KEGG pathways, and local network STRING (LNS) terms as they are designated in this database [31,32], and to cluster the DEGs into functional categories with statistical enrichment using a lenient FDR stringency < 25% as allowed by the software, since we are using two species from two different domains of life. In total, 4,125 genes in *E*. *coli* and 5,092 for *S*. *pombe* were mapped and used for this analysis. We used the same strategy, but in a subset of data for each species, combining only data from orthologs and co-orthologs genes obtained from OrthoVenn and the PANTHER database. The enriched GO, KEGG pathways, and (LNS) terms identified were separated by condition and introduced in Jvenn [33], an interactive Venn diagram viewer software to create diagrams.

### Correlation analysis

Orthologs data were obtained from PANTHER database that contains orthologs files predicted by PANTHER phylogenetic trees. RefGenomeOrthologs.txt file that contains orthologs among 12 Model Organism Databases from the reference genome project, was downloaded via FTP from the ftp://ftp.pantherdb.org/ortholog/15.0/ database and construction of orthologues pairs genes was created between *E*. *coli* and *S*. *pombe*. The Pearson correlation coefficient (r-values) was established as the index of association in a set of ortholog pairs using their log2FC. The r-values were determined with linear regression between log2FC value in *S*. *pombe* and *E*. *coli* ortholog pairs. The cut-off value was 0.0145. This number corresponds to the average r-value of non-orthologous randomly selected gene lists. Global analysis was carried out with a gene pair set with the same Enzyme Commission (EC) number. Specific analysis was carried out with a subset of pairs gene related to glycolysis/gluconeogenesis, tricarboxylic acid cycle and pentose phosphate pathway. Positive r-values correspond to gene sets with correlated expression, negative values to inverse correlated gene sets or negative linear relationship, and values close to zero to non-correlated.

## Results

### Orthologs conserved among *E*. *coli* and *S*. *pombe*

Despite *E*. *coli* and *S*. *pombe* belong to different domains of life, they have common processes such as binary fission division, positive Crabtree effect, regulation of oxidative stress and growth in gluconeogenic carbon sources such as glycerol. In order to identify ortholog genes from both genomes for classification within gene clusters, we applied an analysis with OrthoVenn software. The information gained from ortholog cluster comparisons can serve to better interpret the mechanisms underlying gene expression in a genomic context. Of the 4242 and 5132 protein coding sequences of *E*. *coli* and *S*. *pombe*, respectively, the software detects the presence of 718 direct orthologs, and 262 co_orthologs. The analysis showed that 1164 clusters, 916 orthologous clusters (at least contains two species) and 248 single-copy gene clusters (Fig 1) were formed based on the protein sequences of both species. The diagram shows that the two species share 343 gene clusters, indicating their preservation in the lineage after speciation, with the biological processes GO 0006099 (tricarboxylic acid cycle) and 0006096 (glycolytic process) being the enriched biological processes in both species. In addition, 436 clusters specific to *S*. *pombe* and 385 to *E*. *coli* were likely to be gene clusters within multiple genes or in-paralog clusters, indicating that in both species there could be a lineage-specific gene expansion in these gene families. Some of these lineage-specific clusters could potentially be involved in significant biological processes based on the annotation of these clusters (Fig 1). On the one hand, cytoplasmic translation, regulation of transcription from RNA polymerase II promoters, signaling, ubiquitin-dependent protein catabolic process, meiotic cell cycle, nucleus, rRNA processing, vesicle-mediated transport, and ribosome biogenesis were the enriched GO terms in *S*. *pombe* (Fig 1). Conversely, in *E*. *coli*, we found that the GO terms enriched were plasma membrane, transposition DNA-mediated, phosphoenolpyruvate-dependent sugar phosphotransferase system and amino acid transport (Fig 1).

**Fig 1:**
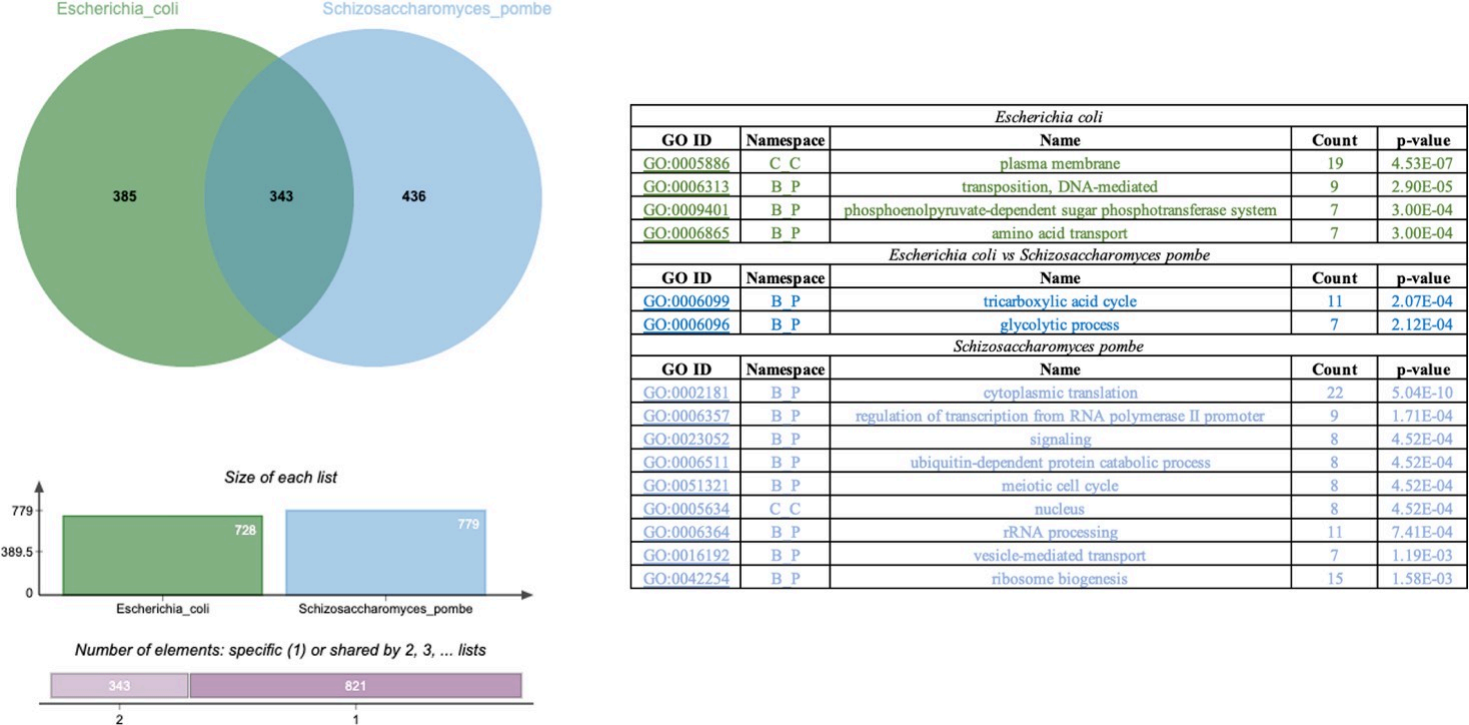
Analysis of ortholog and co_orthologs present in *Escherichia coli* and *Schizosaccharomyces pombe*. Venn diagram showing the distribution of shared orthologous clusters among *Escherichia coli* and *Schizosaccharomyces pombe*. Clusters of orthologs genes show that *E*. *coli* shares 343 clusters of orthologs genes with *S*. *pombe*, possessing 385 clusters that are only present in the bacteria and 436 in the fission yeast. Table shows the cluster of orthologs enriched in *E*. *coli*, *S*. *pombe* and in both organisms.

### Whole-transcriptome RNA-seq analysis

To compare and understand the transcriptional response of both organisms to two different metabolic stages, the semi-defined medium YE was used with a source of carbon and glycolytic energy (2% glucose) or a source of gluconeogenic carbon (glycerol 2%/acetate 0.2%). This procedure allowed us to diminish the variations resulting from the use of culture media with different formulations and to infer parallel analogous growth responses. It was observed for *E*. *coli* in an adaptation phase in both carbon sources (S1A Fig) that was smaller than in *S*. *pombe* (S1B Fig). Similarly, in accordance with the literature, a difference in the generation time and length of the adaptation phase of *S*. *pombe* in glucose with respect to growth in glycerol was found (S1B Fig). 

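RNA-seq libraries from 3 glucose cultures and 3 glycerol/acetate cultures of each organism, 12 libraries in all, were analysed: Escherichia coli K-12 MG1655, a laboratory strain grown at 37 degrees, and Schizosaccharomyces pombe 972 h-, a fission yeast grown at 30 degrees. The paper gives the media as YE with 2% glucose or with 2% glycerol and 0.2% sodium acetate. The sample labels describe the second as a glycerol and acetate mixture of 2% in total. The authors trimmed the paired reads, aligned them with HISAT2 without mismatches, removed duplicate and low-quality alignments with SAMtools and deposited the number of reads that BEDtools counted on each gene, without normalization. The total count per E. coli library was 1169576 to 1366848 (median 1176081) in glucose and 1148086 to 1457633 (median 1209523) in glycerol/acetate. Per S. pombe library it was 1525455 to 1643659 (median 1567329) in glucose and 1213292 to 1494660 (median 1366465) in glycerol/acetate. These are counts after the authors' filters, and every value given here rests on them. From there, genes with at least 1 CPM (the count scaled to library size) in at least 2 libraries of an organism were kept and TMM-normalized, and the carbon sources were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called a DEG at an adjusted p of at most 0.05 and an absolute log2FC of at least 1. The log2FC is glucose over glycerol/acetate, so that a negative value is higher expression in glycerol/acetate. The paper names a stranded library kit, where the sample labels name a TruSeq RNA kit. The paper's text does not state whether strand was used in counting, so the counts of genes that overlap on opposite strands are uncertain. Removal of duplicates limits how many reads can be counted where reads are dense, and no mismatch or low-quality alignment was kept, so near-identical gene copies can be undercounted.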

For each carbon source, RNA was obtained from three biological replicas which constituted independent cultures of each microorganism. It is important to note that the same culture medium was used for the growth condition, and only the optimal growth temperature reported in the literature was adjusted, 37°C for *E*. *coli* (S1A Fig) and 30°C for *S*. *pombe* (S1B Fig).

Pearson correlations of raw read counts showed no biases in biological replicates. 

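Over all genes in the deposited tables, Pearson's correlation of raw counts was computed for each pair of libraries, across genes, which are not independent replicates. In E. coli it lay between 0.984 and 0.996 for the 6 pairs from one carbon source and between 0.873 and 0.922 for the 9 pairs from different carbon sources. In S. pombe the corresponding ranges were 0.984 to 0.996 and 0.846 to 0.871. The highest S. pombe correlation between carbon sources moved most with log2(CPM + 1) in place of raw counts, to 0.942. The lowest within a carbon source moved most without glucose replicate 1, to 0.992.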

Correlation indices between replicates of the same growing conditions were higher than 0.94 and lower than 0.89 between different conditions. The RNA-seq of paired-end libraries averaged over 10.7 million reads for *E*. *coli* (range: 7.8 million to 13.6 million) and 6.8 million for *S*. *pombe* (range: 6.3 to 7.4 million readings). 

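After the authors' filters, the mean total count over the 12 libraries was 1361550. The counts behind the values given here are these, not the reads sequenced. The biological coefficient of variation that edgeR estimated was 0.104 for E. coli and 0.0746 for S. pombe.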

In total, 97% of paired reads mapped to the respective genomes.

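The filter on low counts was passed by 4546 E. coli and 6720 S. pombe genes. In E. coli 717 genes were DEGs, 15.8% of those tested, and in S. pombe 702 genes, 10.4%. Among the E. coli DEGs, 5 are listed under a placeholder in place of a gene name. Over all genes tested, the values of the 3 glucose libraries did not overlap those of the 3 glycerol/acetate libraries for 2585 E. coli genes (56.9%) and 3812 S. pombe genes (56.7%), where chance gives 10%. The likelihood ratio test, which is the test the authors used, called 758 and 804 genes, all of the DEGs among them. The alternative that moved the counts most, a minimum of 10 counts in every library, called 575 and 481 genes, of which 575 and 470 were among the DEGs.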

For the 4,419 and 6,862 genes of *E*. *coli* and *S*. *pombe*, respectively, we performed a differential expression analysis between glucose and glycerol/acetate, of which 593 (13.41%) and 860 (12.54%) DEGs were detected for *E*. *coli* (S2A Fig) and *S*. *pombe* respectively (S2B Fig) (absolute log_2_FC > 1 and FDR < 0.05) (results are summarized in S1 and S2 Files). Although the volcano plot appears to be similar in the area corresponding to the two growth conditions for both organisms, a slightly higher number of DEGs were detected in *E*. *coli* and in *S*. *pombe* grown in glycerol/acetate (S2A and S2B Fig). 

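Among the E. coli DEGs, 384 were higher in glycerol/acetate and 333 were higher in glucose. With 1 library left out at a time, the number of DEGs ranged from 661 to 768. With a minimum of 10 counts in every library, 280 were higher in glycerol/acetate and 295 in glucose. Without glycerol/acetate replicate 3 the numbers were 388 and 380. Every setting but the minimum of 10 counts kept more DEGs in glycerol/acetate.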

In *E*. *coli*, a group of 330 genes were upregulated, and 263 were downregulated. 

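Among the S. pombe DEGs, 404 were higher in glycerol/acetate and 298 in glucose. For 50 of them, every library of one carbon source held 3 counts or fewer, so that their fold change has only a lower bound.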

In *S*. *pombe*, instead, 463 and 397 genes were upregulated and downregulated, respectively. 

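Genes whose identifier begins with SPNCRNA made up 1481 of the S. pombe genes tested, and 267 of them were DEGs. They were counted at a median of 33.9 CPM, against 119 CPM for the other genes. A minimum of 10 counts in every library, which moved this number most among the settings chosen before the data were examined, gave 132. Of the ncRNA DEGs, 107 overlap a protein-coding gene on the other strand in ASM294v3, and their counts may include reads of that gene. Another 33 overlap one on the same strand, 91 overlap none, and 36 are not in that annotation.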

A total of 321 ncRNA transcripts were differentially expressed in *S*. *pombe*. 

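Among the 57 small RNA genes of E. coli tested, 9 were DEGs, also when adjusted over the list alone. Higher in glycerol/acetate were rseX, cyaR, rttR, agrB, rprA, dsrA, ryhB and agrA, and omrA was higher in glucose. Without 1 of the libraries, the calls of dsrA, ryhB, rprA, agrA and omrA were each lost at least once, and the number of small RNA DEGs ran from 7 to 8, the lower number without any 1 of the glucose libraries or without glycerol/acetate replicate 2. Without the last, 4 were higher in glycerol/acetate and 3 in glucose, isrC and omrB beside omrA. The gene omrA was not called without glucose replicate 2, glycerol/acetate replicate 1 or glycerol/acetate replicate 3, with a log2FC down to 0.89. The log2FC of rprA ran from -2.32 to -1.26 and that of agrA from -1.49 to -0.88 over these fits. Counts of these genes are low, and with a minimum of 10 counts in every library 3 small RNAs were called. The rseX gene had no count in any glucose library and 6, 4 and 6 counts in glycerol/acetate, at least 1.67-fold higher. As a set, the small RNAs had a median log2FC of -0.30 (camera, adjusted p = 0.131). With 1 library left out that median ran from -0.37 to -0.11, the latter without glycerol/acetate replicate 2.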

In *E*. *coli*, only five genes corresponding to sRNAs were significantly differentially expressed (S1 and S2 Files).

In *E*. *coli* grown in glucose the genes with the highest log2FC with respect to glycerol/acetate were *ydeS* (a putative fimbrial protein), *pyrB* (an aspartate carbamoyltransferase catalytic subunit), involved in pyrimidine biosynthesis, and *pyrI* (an aspartate carbamoyltransferase regulatory subunit) (S1 File). 

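For pyrB (b4245), normalized expression was 975, 832 and 810.2 CPM in the glucose libraries and 71.0, 39.0 and 79.3 CPM in the glycerol/acetate libraries (log2FC 3.76, standard error 0.17, adjusted p = 2.1e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For pyrI (b4244), it was 476 ± 46.2 CPM (SD, n = 3) in glucose and 41.8 ± 16.5 CPM (SD, n = 3) in glycerol/acetate (log2FC 3.47, standard error 0.18, adjusted p = 4.9e-09 from the same test). With each library left out in turn, the log2FC of pyrB stayed between 3.53 and 3.98. The ydeS gene (b1504) had 2, 0 and 0 counts in the glucose libraries and none in the glycerol/acetate libraries, and was not tested because it did not pass the filter. Among DEGs whose libraries did not overlap, the largest fitted changes in this direction were those of psuK, pyrB and hcp. For psuK, with 2, 4 and 8 counts in glucose and none in glycerol/acetate, the mean in glucose was 1.57 times a floor of 3 counts. Glucose replicate 1 was itself under that floor, so this bound is weak. The call of psuK was lost without glucose replicate 3 (adjusted p = 0.0559 from the same test, the highest over the alternatives, the lowest being 1.0e-04). For hcp the log2FC was 3.50 (adjusted p = 5.4e-06 from the same test).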

In *S*. *pombe*, the highly expressed genes, in addition to several tRNAs and ncRNAs, were SPAC821.09, a cell septum surface endo-1,3-beta-glucanase involved in cytokinesis, SPBPB10D8.02c, a predicted arylsulfatase, and an amino acid transmembrane transporter SPCC74.04 (S2 File).

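SPAC821.09 (eng1) lies on chromosome I from 998632 to 1002361 in ASM294v3, an assembly of the S. pombe genome that may differ from the one on which the authors counted, which the paper's text does not name. Its expression was 942, 709.9 and 809.5 CPM in the glucose libraries and 68.3, 39.9 and 51.2 CPM in the glycerol/acetate libraries (log2FC 3.93, standard error 0.14, adjusted p = 6.8e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPBPB10D8.02c, on chromosome II from 83229 to 85518, had a log2FC of 2.79 (adjusted p = 4.0e-07), and SPCC74.04, on chromosome III from 1936015 to 1938754, had 2.58 (adjusted p = 5.1e-09), both from the same test. Of 63 tRNA genes tested, 18 were DEGs, all higher in glucose. Without glucose replicate 3, 10 were higher in glucose and SPBTRNAARG.04 was higher in glycerol/acetate. As a set the tRNA genes had a median log2FC of 1.84 (camera, adjusted p = 0.0258), but 48 of them had a carbon source at the floor of 3 counts, and with those at their bound the median was 0.00. No tRNA DEG exceeded 49 counts in a library, and tRNA genes have near-identical copies. For SPBTRNAASN.02, expression was at least 2.24-fold higher in glucose, with no count in glycerol/acetate. With no count in glycerol/acetate either, the bound was 1.98-fold for SPCTRNAGLN.06 and 1.58-fold for SPAC977.04.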

The genes with the highest expression change between bacteria grown in glycerol/acetate compared to glucose were *glpT*, encoding the major uptake system for glycerol 3-phosphate, *flgB*, involved in rod section of the basal-body assembly of the flagellar motor, and *mglA*, coding for an ATP-binding component of a D-galactose/D-galactoside ABC transporter (S1 File). 

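Expression of glpT (b2240) was 33.7 ± 6.40 CPM (SD, n = 3) in glucose and 735 ± 357 CPM (SD, n = 3) in glycerol/acetate (log2FC -4.42, standard error 0.37, adjusted p = 4.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Glycerol/acetate replicate 3 had 327 CPM of glpT, against 886 and 991 CPM in the other glycerol/acetate libraries. For flgB (b1073), expression was 4.20 ± 2.87 CPM (SD, n = 3) in glucose and 84.8 ± 28.5 CPM (SD, n = 3) in glycerol/acetate (log2FC -4.24, standard error 0.41, adjusted p = 1.5e-06 from the same test). For mglA (b2149), it was 13.3 ± 6.40 CPM (SD, n = 3) in glucose and 237 ± 79.4 CPM (SD, n = 3) in glycerol/acetate (log2FC -4.18, standard error 0.33, adjusted p = 2.3e-07 from the same test). The other genes of the transporter, mglB and mglC, had log2FC values of -3.97 and -3.45 (adjusted p = 1.3e-07 and 7.9e-07 from the same test). Each of the 8 glp genes examined was a DEG higher in glycerol/acetate, with a median log2FC of -3.17; that list was drawn up after the study's own tables had been read and is not independent of these samples. The 3 DEGs with the largest fitted change in this direction were wcaF, rseX and csgF, whose glucose libraries all held 3 counts or fewer. Expression in glycerol/acetate was at least 6.95-fold higher for wcaF and at least 1.65-fold higher for csgF, whose call was lost without glycerol/acetate replicate 1 (adjusted p = 0.0803 from the same test, the highest over the alternatives, the lowest being 1.2e-04).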

In *S*. *pombe*, some of the genes with the highest expression change in glycerol/acetate than in glucose have not yet been assigned a function, such as SPBC32H8.15 and SPCC794.16, but others, such as SPBC1348.14c, encodes a high-affinity Ght7 permease involved in the introduction of hexose into cells, and SPAC1F8.02c which is involved in the transport of transmembrane iron during the cellular response to iron starvation (S2 File). 

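SPBC32H8.15, on chromosome II from 1455028 to 1455333 in ASM294v3, had no count in the glucose libraries and 28, 19 and 18 counts in glycerol/acetate, at least 8.11-fold higher (adjusted p = 1.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of SPCC794.16, on chromosome III from 256363 to 256950, was 2.75 ± 1.93 CPM (SD, n = 3) in glucose and 121 ± 15.7 CPM (SD, n = 3) in glycerol/acetate (log2FC -5.39, standard error 0.28, adjusted p = 2.6e-11 from the same test). SPBC1348.14c (ght7), on chromosome II from 38514 to 40143, had 10.6 ± 7.72 CPM (SD, n = 3) in glucose and 508 ± 15.2 CPM (SD, n = 3) in glycerol/acetate (log2FC -5.60, standard error 0.19, adjusted p = 6.4e-14 from the same test), and its log2FC ranged from -6.31 to -5.19 with each library left out in turn. For SPAC1F8.02c (shu1), on chromosome I from 85566 to 86278, the log2FC was -5.13 (standard error 0.39, adjusted p = 4.0e-09 from the same test).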

Interestingly, 54.2% of differentially expressed genes with higher expression in glycerol/acetate than glucose were non-coding RNAs.

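Of the S. pombe DEGs higher in glycerol/acetate, 51.5% were ncRNA genes, against 19.8% of the DEGs higher in glucose and 22.0% of all genes tested. With a minimum of 10 counts in every library the first share was 36.6%.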

### Functional enrichment analyses of GO, KEGG pathways, and LNS terms

Because two organisms belonging to different domains of life are contrasted and their gene expression varies, we used functional enrichment analysis as an alternative to compare absolute Log2FC values between the organisms. Analysis of enriched GO and KEGG pathways, and LNS terms in STRING shows that when analyzing all the genes in the experiments, 274 terms are enriched in glucose and 236 in glycerol/acetate in *E*. *coli* and 350 in glucose and 228 in glycerol/acetate in *S*. *pombe* (S1 and S2 Tables). For both organisms, we identified 53 shared enriched terms in glucose, most of them involved in amino acid metabolic, nitrogen cycle metabolic, carboxylic acid catabolic, oxidoreductase activity, Oxidative phosphorylation and Glycolysis/Gluconeogenesis processes, among others (Fig 2A). In glycerol/acetate we identified 8 common terms, most of them involved with iron import into cell, siderophore transport, DNA recombination, and symporter activity (Fig 2B). Since our previous analysis with OrthoVenn complemented with data of the PANTHER database indicates that only ~25% of the total genes from both species are orthologs and co-orthologs (S3 Table), we carried out the same analysis using this group of genes to discriminate between the conserved response of both organisms and the particular mechanisms evolved in *E*. *coli* or *S*. *pombe*. There were 115 terms enriched in *E*. *coli* (53 for glucose and 62 for glycerol) and 113 in *S*. *pombe* (62 in glucose and 51 in glycerol) when the expression levels of orthologs genes were analyzed (S2 Table). Once again, we identified the intersection of 16 terms in glucose for both organisms, conserving the oxidation-reduction, cellular amino acid metabolic, carboxylic acid metabolic, coenzyme binding, cofactor binding, and biosynthesis of secondary metabolites processes (Fig 2C). In glycerol/acetate, only 4 terms were shared in both organisms: RNA metabolic process, nucleic acid metabolic process, RNA processing, and ncRNA processing (Fig 2D). These results indicate that the core of orthologous and co-orthologous genes between both organisms share an adaptation to the use of glucose as a source of carbon by using amino acids and dicarboxylic acids for their metabolism. However, when both organisms were growing in glycerol/acetate rather than in glucose, we observed a conserved induction of orthologs involved in the processing of regulatory ncRNAs.

**Fig 2:**
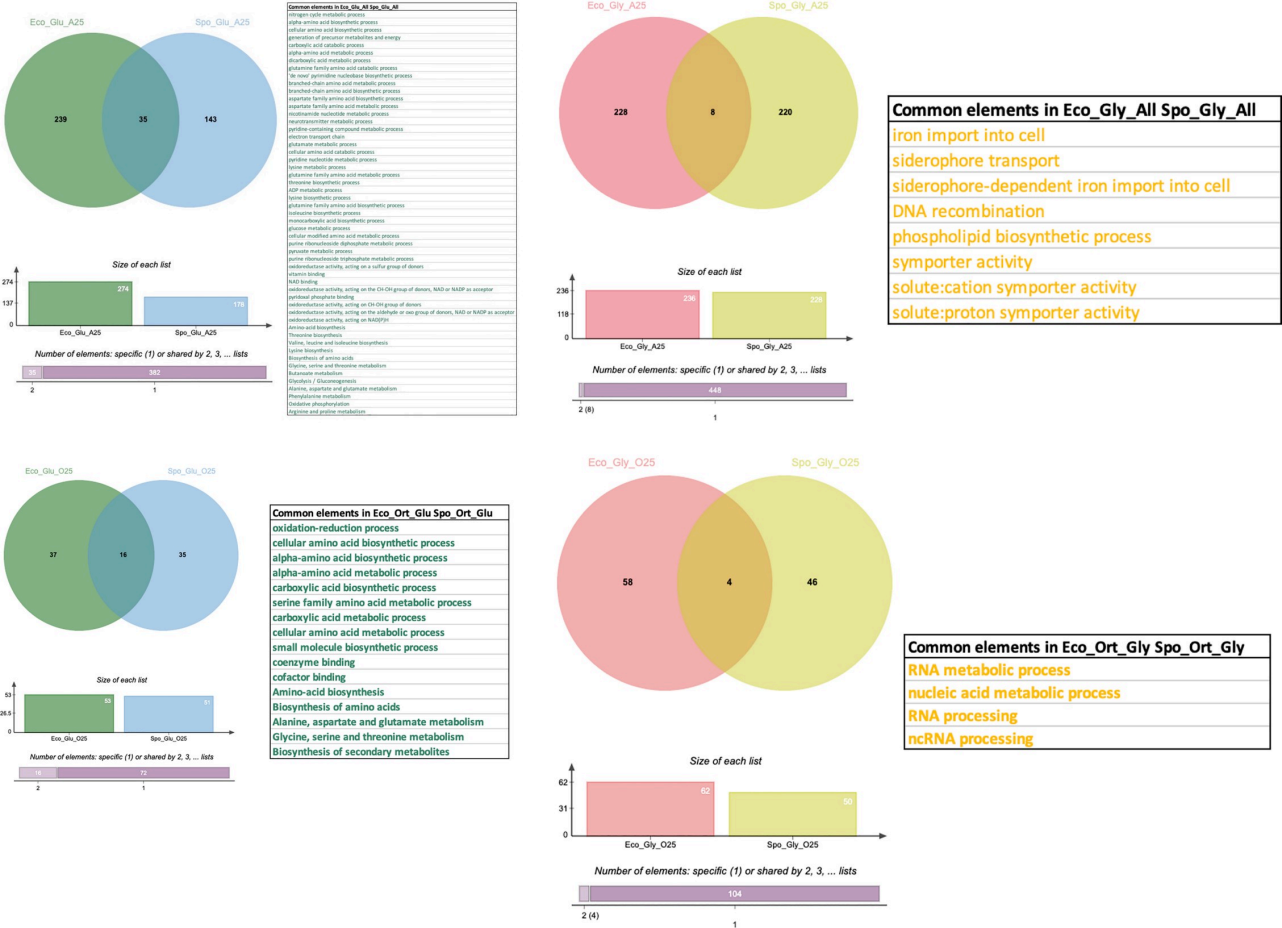
Functional gene set enrichment analysis of GO, KEGG pathways and local network STRING (LNS). DEGs data (RNA-seq) was analyzed for enriched gene sets of GO, KEGG pathways and local network STRING (LNS) terms using an FDR of 25% in the STRING database for all the genes of *E*. *coli* (Eco) (**a**) and *S*. *pombe* (Spo) (**b**) ranked by their Log2FC and separated by the condition where they were enriched (Eco_Glu_A25 and Spo_Glu_A25 in glucose and Eco_Gly_A25 and Spo_Gly_A25 in glycerol/acetate). (**c**) Same as in **a** but with a subset of ortholog and co_ortholog (O) genes from *E*. *coli*. (**d**) Same as in **b** but with a subset of ortholog and co_ortholog (O) genes from each *S*. *pombe*. (Eco_Glu_O25 and Spo_Glu_O25 in glucose and Eco_Gly_O25 and Spo_Gly_O25 in glycerol/acetate) Common terms in both conditions for *E*. *coli* and *S*. *pombe* are indicated in the tables.

However, the detection of other enriched terms in both species indicates that each organism has also developed specific pathways to use each of the two carbon sources. On the one hand, the enrichment of GO terms associated with molecular function like ribosomal small subunit assembly, organic substance biosynthetic process, and alpha-amino acid metabolic process in glucose was higher than in glycerol/acetate (S1 Table). In this condition, GO terms and metabolic pathways associated with carbohydrate metabolism, formation of ribosomes, and protein and nucleotide synthesis were detected. This result revealed an enrichment of the genes involved in increasing biomass and cell proliferation in response to glucose levels in both organisms (S1 Table).

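In S. pombe, each of the 137 genes for cytosolic ribosomal proteins had a positive log2FC, from 0.14 to 1.95 with a median of 0.82, and 43 were DEGs higher in glucose. The list was drawn up after the study's own tables had been read. By limma's camera test with a preset inter-gene correlation of 0.01, the set was higher in glucose (adjusted p = 6.4e-44 over the 11 S. pombe sets). Of the sets past the threshold by camera, 6 in E. coli and 9 in S. pombe, all were past it by fry, and with a correlation estimated from the data only the ght hexose transporters of S. pombe were. Many of these genes have paralogs whose reads can be undercounted. From terms of this kind, the paper concludes that genes for biomass and cell proliferation were enriched in response to glucose.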

Also, when a source of gluconeogenic carbon was used for *E*. *coli* growth, the number of GO terms associated with cellular components like bacterial-type flagellum basal body, bacterial-type flagellum hook, and integral component of membrane was greater in glycerol/acetate than in glucose (S1 Table). 

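The term enrichment itself was not repeated here. Of the genes for the basal body and hook, flgC (b1074) had a log2FC of -3.65 (standard error 0.40), flgE (b1076), for the hook protein, -2.65 (standard error 0.28) and fliF (b1938), for the ring of the basal body, -2.80 (standard error 0.30). These 3 genes were chosen after their values were seen.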

GO terms related to the regulation of reproductive process, meiotic cell cycle, and the use of alternative carbon sources such as galactose, transport of hexoses, and transmembrane transport of ions have been enriched in *S*. *pombe*. It should be noted that in both organisms, none of the genes involved in a nutritional restriction response were overexpressed.

### Correlation of homologs expression associated with EC number in KEGG metabolic pathways

PANTHER database has been used to determine the evolutionary-conserved gene expression response of homologs in both organisms [29]. A subset of data was created in the KEGG database using those homologs associated with an EC number. For this category, Pearson’s correlation coefficient showed a value of 0.1199 (Fig 3A). 

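Of the 1104 PANTHER pairs in the copy of S3 Table used here, 1065 had both genes tested. Across these pairs, which are not independent replicates because genes recur, the log2FC values of the 2 organisms had a Pearson's r of 0.0489 (two-sided permutation test with 100000 resamples, p = 0.127, adjusted p = 0.169 over the 4 sets of pairs) and a Spearman's rho of 0.0477 (permutation p = 0.162). Over the 229 pairs whose genes are each in 1 pair only, r was 0.196 (permutation p = 0.00365). The restriction to enzymes with an EC number was not repeated here.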

Significant differences were detected with a *p* value equal to 0.0049 when performing one sample t-test of this value with respect to the cut-off (0.0145). We reasoned at this point that there are pathways within this group that contribute more than others to the association of orthologs. The glycolysis/gluconeogenesis, tricarboxylic acid cycle, and the pentose phosphate pathways were analyzed to confirm this assumption. Linear regression showed r-values of 0.3555 (Fig 3B), -0.1815 (Fig 3C) and 0.7721 (Fig 3D) for these metabolic pathways respectively. These results showed a greater association in orthologs sets related to pentose phosphate pathway than glycolysis and very weak inverse association in tricarboxylic acid cycle pathway. These findings enable us to infer that in both organisms, the expression of the genes involved in processes of glucose transformation to obtain metabolite precursors is more correlated than the expression of the genes involved in energy production.

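The pairs of enzymes for each pathway were chosen here by shared reaction and may differ from those of the paper. For the 29 glycolysis/gluconeogenesis pairs, r was 0.584 (two-sided permutation test across pairs, p = 1.0e-05, the smallest that the resamples can give, adjusted p = 4.0e-05) and rho was 0.668 (permutation p = 7.0e-05). For the 17 pairs of the tricarboxylic acid cycle, r was -0.271 (permutation p = 0.344, adjusted p = 0.344) and rho -0.222 (permutation p = 0.427). For the 25 pentose phosphate pairs, r was 0.394 (permutation p = 0.00846, adjusted p = 0.0169) and rho 0.302 (permutation p = 0.0501). Without the 2 pairs farthest from the median E. coli log2FC, r became 0.328, 0.155 and 0.188 in that order (permutation p = 0.0815, 0.585 and 0.313). Without the 2 pairs farthest from the median S. pombe log2FC, r was 0.468, -0.0929 and 0.272 (permutation p = 0.00139, 0.762 and 0.0792). The permutation p of the pentose phosphate pathway was above 0.05 after either removal, so that relation rests on those pairs. That of glycolysis was above 0.05 without the E. coli pairs and not without the S. pombe pairs. The difference between pathways was not tested. Each r is a correlation across genes.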

**Fig 3:**
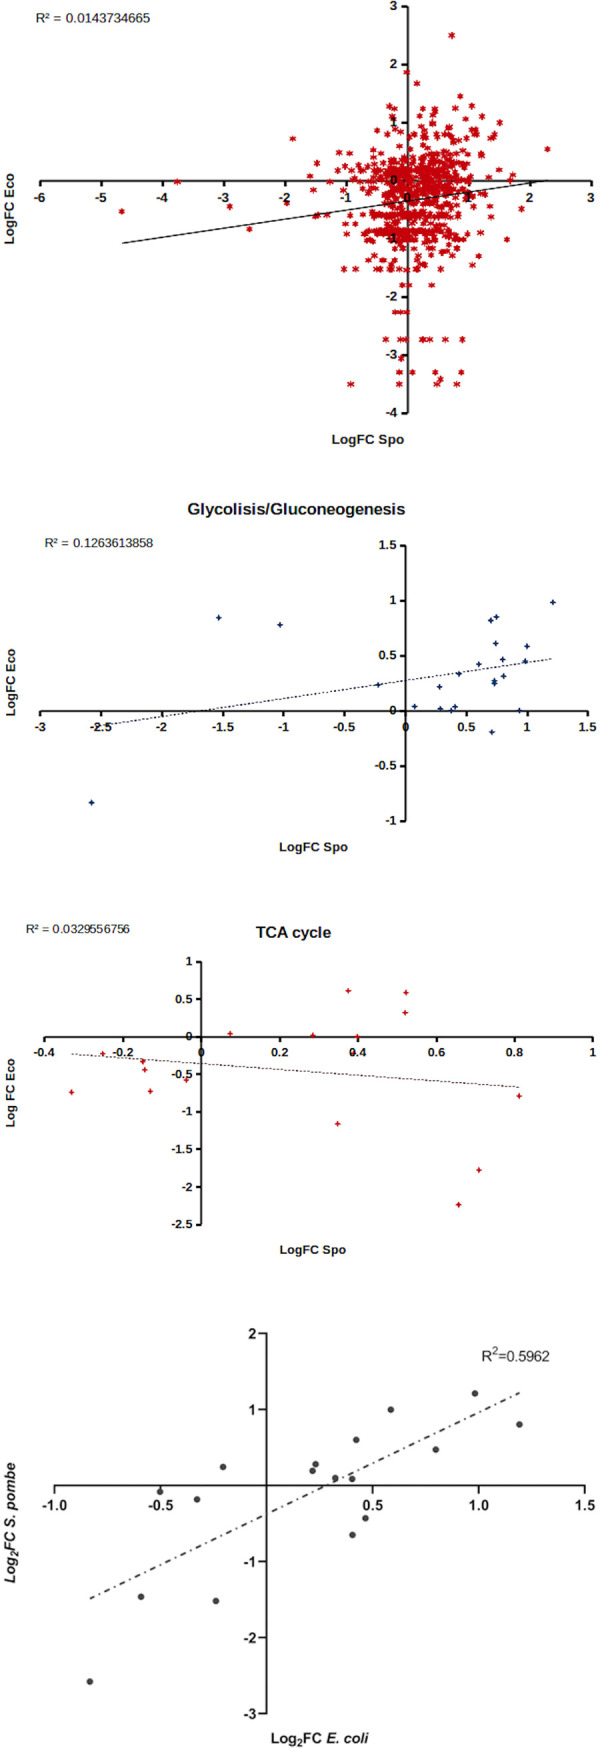
Relationship between Pearson’s correlation coefficient of log2 fold change of orthologs between *E*. *coli* and *S*. *pombe*. Each point (x, y) represents a gene orthologous pair formed by log_2_FC value in *E*. *coli* and *S*. *pombe*. (**a**) Representation of global orthologs gene pair. (**b**) Selected point in Glycolysis/Gluconeogenesis pathway. (**c**) Selected point in TCA cycle pathway. (**d**) Selected point in pentose phosphate pathway. Negative slope of the function implies negative correlation or negative association. A positive correlation (positive slope) indicates direct association.

### Transcriptomic analysis and cellular phenotype indicate that glycerol growth induces a "foraging behavior"-like adaptation in both organisms

Table 1 shows the results of the GSEA analysis. In *E*. *coli*, enriched gene sets in glycerol/acetate were lipopolysaccharide biosynthesis, carbohydrate transport, bacterial chemotaxis, and porins, all involved in changes in the composition of the membrane (Table 1). In addition, one of the clearest gene groups induced in the absence of glucose is that involved in flagellar assembly (*fli*, *flg* and *flh* regulons) [34], most of them displaying a log2FC < -1. 

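The gene sets of Table 1 were not used here, and lists taken from gene names and products stand in for them. The 25 lipopolysaccharide genes had a median log2FC of -0.75, with 5 DEGs higher in glycerol/acetate (camera, adjusted p = 8.9e-07 over the 10 E. coli sets). Without glucose replicate 1 the number of these DEGs was 3. The 13 chemotaxis genes had a median log2FC of 0.39 (camera, adjusted p = 0.629), with 2 DEGs higher in glucose and 1 higher in glycerol/acetate. Without glucose replicate 3 or glycerol/acetate replicate 3, 1 was higher in glucose. The 10 porin genes had a median log2FC of -0.29 (camera, adjusted p = 0.610), which ran from -0.66 to -0.07 with 1 library left out. Neither of these last sets was past the threshold by fry.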

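Of the 39 fli, flg and flh genes, 32 were DEGs higher in glycerol/acetate, also when adjusted over the list alone, and the median log2FC was -1.86 (camera, adjusted p = 7.7e-11). Split by regulator, the 29 class 2 genes, whose operons FlhDC activates, had log2FC values from -4.24 to -0.48, and 27 were DEGs. The 22 class 3 genes, whose operons FliA transcribes, had values from -1.60 to 1.45, with 4 DEGs higher in glycerol/acetate and 2 higher in glucose. The calls of flgM and fliT, 2 of the 4, were lost without glucose replicate 3 (log2FC -0.95 and -1.10) and without glycerol/acetate replicate 2 (log2FC -0.61 and -1.32). With a log2FC of -1.00, flgM was at the threshold and was also not called without glucose replicate 1 or glucose replicate 2, nor with DESeq2, DESeq2's size factors or a minimum of 10 counts in every library. The call of cheZ, 1 of the 2 higher in glucose, was lost without glucose replicate 3 (log2FC 0.96) or glycerol/acetate replicate 3 (log2FC 0.79) and with library size alone. The gene for flagellin, fliC, had a log2FC of 0.40 (adjusted p = 0.0124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not past the fold change threshold. The classes were drawn up after the study's own tables had been read. No gene was put in both, so the split does not set apart genes that both regulators may act on.

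**Figure D1:**
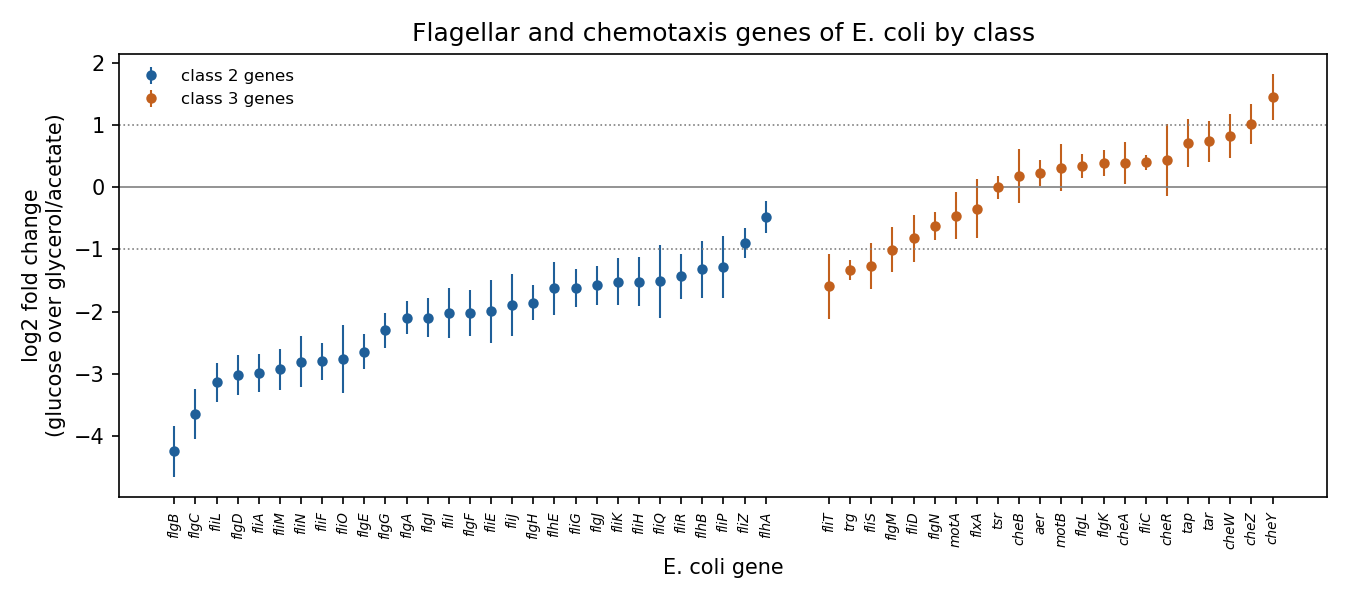
Log2 fold change (glucose over glycerol/acetate) of each class 2 and class 3 gene of E. coli, with its standard error as a bar. All 29 class 2 genes lie below 0, and the 22 class 3 genes lie on both sides of it.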

One of the main transcriptional factors that showed differential expression in *E*. *coli* grown in glycerol/acetate compared to glucose was FliA which codes for σ^28^ sigma factor with an absolute value of log2FC of—2.5, which is required for the expression of transcription units associated with cell motility, signaling, and glycerol metabolism in anaerobic conditions. 

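Expression of fliA (b1922) was 8.89, 13.6 and 13.9 CPM in the glucose libraries and 92.5, 135 and 68.1 CPM in the glycerol/acetate libraries (log2FC -2.99, standard error 0.30, adjusted p = 2.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, its log2FC stayed between -3.20 and -2.70.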

Based on this result, we compared the morphology of *E*. *coli* grown in both conditions by staining Liefson’s Method. Micrographies at 1000X clearly showed that in glycerol/acetate, the bacteria produced large flagella (Fig 4B and 4C) that were absent when grown in glucose (Fig 4A), supporting the bioinformatics analysis.

**Fig 4:**
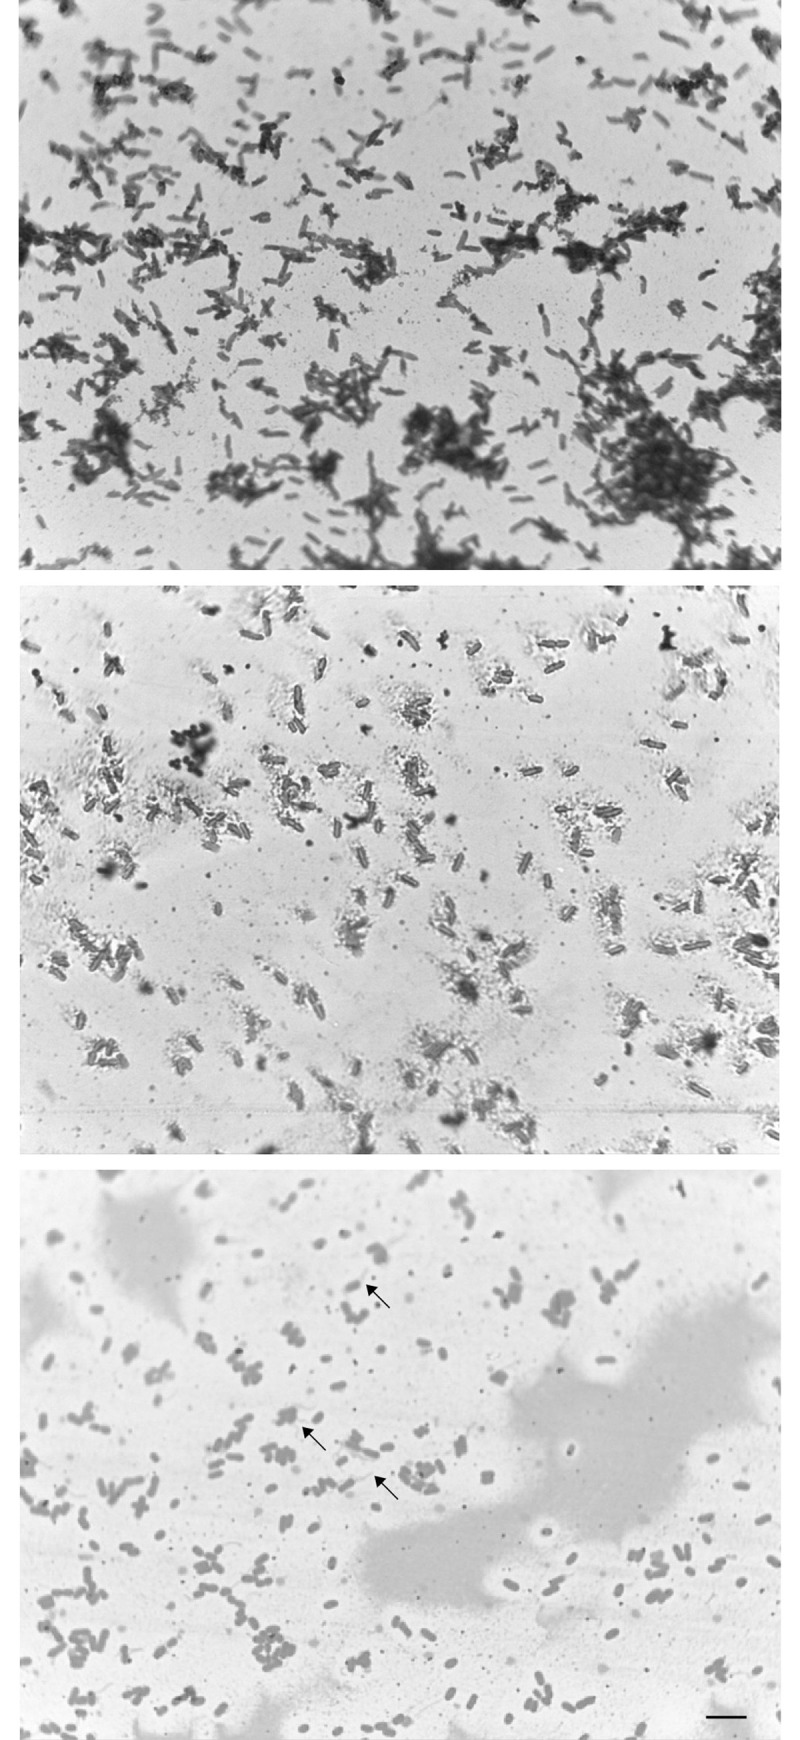
Light microscopic detection of flagella in *E*. *coli*. Bacteria were grown on YE medium supplemented with 2% glucose (**a**) or 2% glycerol and 0.2% sodium acetate (**b** and **c**), at 37° C for 2 h and stained with Leifson ’s stain. Cells growth in glycerol/acetate are shorter than in glucose and is evident in the peritrichous and polar flagella (arrows in c). Length bar, 5 μm.

**Table 1:** GSEA analysis of KEGG metabolic pathways gene sets enriched in *E*. *coli* and *S*. *pombe* grown in glucose (GLU) and glycerol/acetate (GLY).

*Escherichia coli* GLU					
**RANKING**	**GS**	**ES**	**NES**	**NOM p-val**	**FDR q-val**
1	NITROGEN METABOLISM	47	0.74	2.6	0
2	**ALANINE ASPARTATE AND GLUTAMATE METABOLISM**	30	0.67	2.11	0
3	**ARGININE AND PROLINE METABOLISM**	43	0.52	1.77	0.005
4	**GLYCINE SERINE AND THREONINE METABOLISM**	32	0.54	1.73	0.002
5	SELENOCOMPOUND METABOLISM	17	0.61	1.7	0.016
6	AMINOBENZOATE DEGRADATION	10	0.69	1.69	0.023
7	**LYSINE BIOSYNTHESIS**	18	0.55	1.56	0.038
8	**BUTANOATE METABOLISM**	35	0.46	1.53	0.023
9	**CYSTEINE AND METHIONINE METABOLISM**	29	0.45	1.46	0.033
10	STARCH AND SUCROSE METABOLISM	32	0.45	1.46	0.044
11	GLYCOLYSIS_ GLUCONEOGENESIS	39	0.42	1.42	0.046
12	VALINE LEUCINE AND ISOLEUCINE BIOSYNTHESIS	20	0.47	1.37	0.093
13	GLUTATHIONE METABOLISM	18	0.49	1.36	0.099
***Schizosaccharomyces pombe* GLU**					
**RANKING**	**GS**	**ES**	**NES**	**NOM p-val**	**FDR q-val**
1	TRNA AND PROCESSING	197	0.9	3.66	0
2	AMINOACYL-TRNA BIOSYNTHESIS	201	0.87	3.61	0
3	RIBOSOME	206	0.72	2.98	0
4	60S RIBOSOMAL PROTEIN L10 AND ACIDIC	82	0.79	2.85	0
5	40S RIBOSOMAL PROTEIN	55	0.76	2.51	0
6	BIOSYNTHESIS OF AMINO ACIDS	98	0.62	2.31	0
7	5S RRNA	31	0.76	2.24	0
8	AMINOACID TRNA LIGASE	21	0.72	1.99	0
9	**ALANINE ASPARTATE AND GLUTAMATE METABOLISM**	26	0.68	1.97	0
10	**GLYCINE SERINE AND THREONINE METABOLISM**	25	0.68	1.92	0.004
11	BIOSYNTHESIS OF SECONDARY METABOLITES	209	0.46	1.91	0
12	**CYSTEINE AND METHIONINE METABOLISM**	29	0.63	1.84	0.004
13	RIBOSOME BIOGENESIS IN EUKARYOTES	108	0.49	1.82	0
14	TRANSLATIONS PROCESS	50	0.54	1.8	0
15	PURINE METABOLISM	83	0.5	1.79	0
16	2-OXOCARBOXYLIC ACID METABOLISM	28	0.6	1.77	0.004
17	**ARGININE AND PROLINE METABOLISM**	31	0.6	1.77	0.004
18	HEAT SHOCK PROTEINS	14	0.7	1.73	0.01
19	PYRIMIDINE METABOLISM	65	0.5	1.73	0.002
20	**LYSINE BIOSYNTHESIS**	13	0.71	1.72	0.01
21	PROTEASOME	34	0.57	1.72	0.008
22	PHENYLALANINE METABOLISM	10	0.75	1.69	0.017
23	PHENYLALANINE TYROSINE AND TRYPTOPHAN BIOSYNTHESIS	17	0.66	1.66	0.016
24	TYROSINE METABOLISM	19	0.62	1.64	0.013
25	SULFUR METABOLISM	15	0.64	1.6	0.028
26	WARBURG_ART	17	0.6	1.56	0.045
27	GLYOXYLATE AND DICARBOXYLATE METABOLISM	12	0.65	1.56	0.036
28	STEROID BIOSYNTHESIS	15	0.62	1.56	0.042
29	19S PROTEASOME	20	0.57	1.53	0.047
30	**BUTANOATE METABOLISM**	11	0.64	1.53	0.063
31	PROPANOATE METABOLISM	10	0.68	1.5	0.052
32	20S PROTEASOME	14	0.6	1.46	0.069
33	CHAPERONE RELATED PROTEINS	10	0.63	1.44	0.08
34	TERPENOID BACKBONE BIOSYNTHESIS	16	0.55	1.43	0.087
***Escherichia coli* GLY**					
**RANKING**	**GS**	**ES**	**NES**	**NOM p-val**	**FDR q-val**
1	FLAGELLAR ASSEMBLY	36	-0.77	-2.46	0
2	LIPOPOLYSACCHARIDE BIOSYNTHESIS	27	-0.72	-2.14	0
3	**GLYCEROPHOSPHOLIPID METABOLISM**	28	-0.6	-1.79	0
4	AMINOACYL-TRNA BIOSYNTHESIS	112	-0.46	-1.79	0
5	RNA POLYMERASE	11	-0.73	-1.76	0.002
6	AMINO SUGAR AND NUCLEOTIDE SUGAR METABOLISM	44	-0.5	-1.67	0.003
7	**CARBOHYDRATE TRANSPORT**	18	-0.56	-1.53	0.025
8	PORINS	10	-0.66	-1.52	0.043
9	THIAMINE METABOLISM	13	-0.59	-1.46	0.06
***Schizosaccharomyces pombe* GLY**					
**RANKING**	**GS**	**ES**	**NES**	**NOM p-val**	**FDR q-val**
1	WTF ELEMENT	20	-0.74	-2.04	0
2	**PLASMA MEMBRANE PROTEINS**	85	-0.53	-1.9	0
3	DUF999 FAMILY	10	-0.83	-1.86	0
4	GALACTOSE METABOLISM	16	-0.73	-1.85	0.004
5	RETROTRANSPOSABLE ELEMEN	12	-0.77	-1.8	0.006
6	PROTEIN MUG	30	-0.58	-1.69	0.006
7	**GLYCEROLIPID METABOLISM**	13	-0.67	-1.64	0.024
8	MEIOSIS PROTEINS	37	-0.51	-1.61	0.015
9	MATING TYPE	15	-0.62	-1.56	0.037
10	SPORE AND SPORE WALL	10	-0.65	-1.48	0.071

Gene Set Enrichment Analysis (GSEA) of enriched KEGG pathways upregulated in GLU (YE medium containing 2% glucose) and GLY (YE containing a mix of 2% glycerol and 0.2% sodium acetate) phenotypes. Gene sets in bold are those pathways similar in both conditions for the two organisms (FDR below 0.25 adjusted p-value < 0.05). Abbreviation: GS (Gene Set), ES (Enrichment score), NES (Normalized enrichment score), NOM p-val (Nominal p-value), FDR q-val (False Discovery Rate q- value).

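In S. pombe, 19 of the 20 wtf genes had a negative log2FC and 10 were DEGs higher in glycerol/acetate, while SPCC1450.08c was called higher in glucose without glucose replicate 1, without glycerol/acetate replicate 1 and by the likelihood ratio test (median -0.99; camera, adjusted p = 2.4e-04). The wtf genes are a family, and the authors' counting could have split or lost reads of members alike in sequence, though all 20 passed the filter. Adjusted over the list alone, 11 were called. The 93 mug genes had a median log2FC of -0.07 (camera, adjusted p = 0.0385), with 13 DEGs higher in glycerol/acetate and 3 higher in glucose. Without the genes with the most counts per base, an alternative chosen after the data were seen, the mug set was not past the threshold (adjusted p = 0.411, the highest over the alternatives, the lowest being 1.1e-04). Of the 15 M-factor and conjugation genes, 11 were tested, with a median log2FC of -0.87 (camera, adjusted p = 0.00262), 4 DEGs higher in glycerol/acetate and 1 higher in glucose. The 10 meiotic recombination genes all had a negative log2FC, with a median of -0.49 (camera, adjusted p = 0.0173), and 2 were DEGs, or 1 without glycerol/acetate replicate 3. Of the Tf2 retrotransposons, which are near-identical copies, 2 passed the filter, with a median log2FC of -0.86 (camera, adjusted p = 0.616). That median was -0.54 without glucose replicate 1, -1.35 without glucose replicate 3 and -0.47 without glycerol/acetate replicate 2.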

The GSEA analysis also showed that several groups of genes related to meiotic drivers (*wtf* element) [35], meiotic events and sporulation (protein mug) [36], mating type, membrane and cell wall, or like the Duf999 family involved in heterochromatin dynamics and fail-safe mechanisms to repair sub-telomeric double stranded breaks (DSB) [37], were enriched in fission yeast cultivated in glycerol/acetate (Table 1). Besides, the microscopic analysis of *S*. *pombe* grown in glycerol/acetate exhibited a change in cell morphology. Glucose-grown cells were larger and rod-shaped, the canonical structure described for fission yeast (Fig 5A). However, in glycerol/acetate, the cells were rounded, small, and some of them joined together, suggesting a change in cell wall morphology and integral membrane protein composition, in accordance with the transcriptome profile and the GSEA analysis (Fig 5B). These results are consistent with the observations previously described, showing a decrease in cell size and an increase in the generation time of *S*. *pombe* when the culture medium changes the carbon, nitrogen and even phosphate source [38]. In our study, the generation time in glycerol/acetate was approximately twice than in glucose.

**Fig 5:**
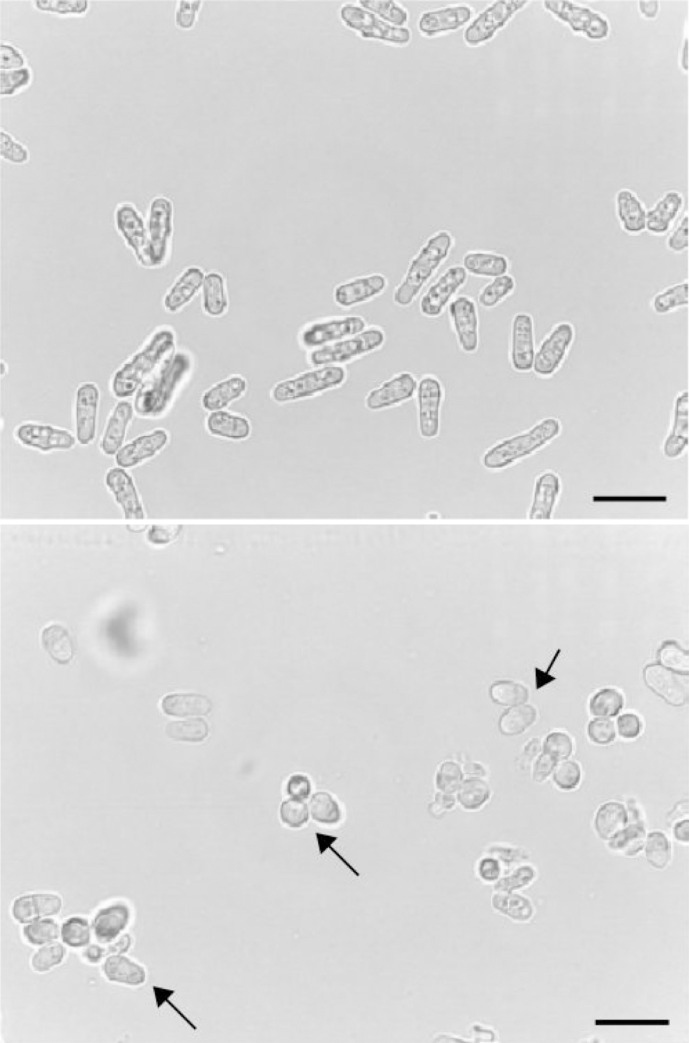
Microscopic analysis of cells cultured in YE medium with two different carbon sources. Wild-type *S*. *pombe* cells were incubated at 30°C to mid-log phase in YE containing 2% glucose (**a**) and YE medium containing 2% glycerol and 0.2% sodium acetate (**b**). Arrows in panel B mark cells displaying malformed and rounded shape. Length bar, 10 μm.

Regarding central carbon metabolism, a conserved response was observed in both organisms. In bacteria, the *agaI*, *kbaY*, *agaD*, *agaB*, *ebgC*, *gatA*, *gatB*, *gatC*, and *gatD* genes, has been reported to be involved in the metabolism of glycerone-P, lactose, D-galactosamine 6-phosphate, tagatose and galactose, most of them subjected to Crp catabolite repression [39]. In our study, some of these genes were significantly differentially expressed in glycerol/acetate or with low levels of expression in glucose. Similarly, in fission yeast, some genes involved in galactose metabolism were overexpressed in glycerol/acetate condition, including GAL10 (UDP-glucose 4-epimerase/aldose 1-epimerase), GAL1 (galactokinase), MEL1 (alpha-galactosidase), GAL7 (galactose-1-phosphate uridylyltransferase), INV1 (external invertase beta-fructofuranosidase), and AGL1 (maltose alpha-glucosidase), most of which are also subjected to catabolite repression [40]. Moreover, we also observed the enrichment of gene sets related to the transport of hexoses in both organisms, the carbohydrate transport group in *E*. *coli* and the group of plasma membrane proteins in *S*. *pombe*. 

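Of the 9 genes, gatA, gatB, gatC and gatD were DEGs higher in glycerol/acetate, with log2FC values of -1.12, -1.34, -1.63 and -2.75 (adjusted p = 2.1e-05, 8.6e-06, 1.0e-06 and 1.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For gatD (b2091) expression was 133 ± 29.9 CPM (SD, n = 3) in glucose and 905 ± 244 CPM (SD, n = 3) in glycerol/acetate. The agaI, kbaY, agaD, agaB and ebgC genes were not DEGs, with adjusted p-values of 0.0941, 0.157, 0.142, 0.190 and 0.189 from the same test. None of these 5 exceeded 23 counts in a library.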

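All 6 S. pombe genes were DEGs higher in glycerol/acetate. Expression of agl1 (SPAPB24D3.10c, chromosome I from 2967916 to 2970988 in ASM294v3) was 304, 124 and 109 CPM in the glucose libraries and 2152, 2726 and 2273 CPM in the glycerol/acetate libraries (log2FC -3.75, standard error 0.22, adjusted p = 1.5e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For inv1 (SPCC191.11, chromosome III from 1723434 to 1726164) it was 43.9 ± 10.3 CPM (SD, n = 3) in glucose and 466 ± 71.6 CPM (SD, n = 3) in glycerol/acetate (log2FC -3.41, standard error 0.14, adjusted p = 6.9e-13 from the same test). The log2FC values of gal10 (SPBPB2B2.12c), gal1 (SPBPB2B2.13), mel1 (SPAC869.07c) and gal7 (SPBPB2B2.10c) were -1.54, -1.59, -1.89 and -1.97, with adjusted p-values of at most 1.0e-07 from the same test. The gal7, gal10 and gal1 genes lie together on chromosome II, from 4482234 to 4490271.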

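Of the 8 ght hexose transporter genes of S. pombe, 5 were DEGs higher in glycerol/acetate: ght7, ght3, ght1, ght4 and ght5. The set's median log2FC was -1.98 (camera, adjusted p = 1.7e-20). For ght3 (SPAC1F8.01) the log2FC was -5.08 and for ght5 (SPCC1235.14) -1.46 (adjusted p = 1.2e-10 and 2.9e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Glucose replicate 1 held 95 counts of ght3, against 16 and 10 in the other glucose libraries. For ght2 (SPBC4B4.08) the log2FC was -0.02 (adjusted p = 0.874 from the same test), and its sign changed without glucose replicate 1, glucose replicate 2 or glycerol/acetate replicate 3, where it was at most 0.03. The ght genes are paralogs whose reads the counting could split.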

In both gene sets, hexose transporters with high affinity were overexpressed in glycerol/acetate (S1 File).

Together all of the above observations can be interpreted as a phenotype of "foraging behavior" as it stimulates the differentiation of cells and the use of alternative sources of nutrients, energy efficiency, and cell stress when both organisms are grown in glycerol/acetate.

### ncRNAs constitute a significant fraction of the genes differentially expressed in response to metabolic stress induced by glycerol growth in both organisms

In *E*. *coli* some ncRNAs are linked to the regulation of diverse biological processes like carbon metabolism as is the case of *cyaR*, which encodes an sRNA expressed under the action of CRP-cAMP and is subjected to catabolite repression [41]. In addition to *cyaR*, four other genes corresponding to sRNAs were up-regulated in glycerol/acetate: *rdlC* whose overexpression decreases swarming motility [42], *symR*, a very stable small RNA that is encoded on the opposite strand of the *symE* 5’ UTR and represses translation of *symE* involved in degradation and recycling of damaged RNA [43], *dsrA* that affects biosynthesis of capsular polysaccharide via increased production of the activator RcsA [44], and *oxyS*, which is involved in regulation of *fhlA* [45–47], *rpoS* [45,48,49], and *flhDC* [50]. 

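Expression of dsrA (b1954) was 10.8 ± 3.35 CPM (SD, n = 3) in glucose and 24.9 ± 8.97 CPM (SD, n = 3) in glycerol/acetate (log2FC -1.16, standard error 0.39, adjusted p = 0.0243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call was lost without glucose replicate 1, glycerol/acetate replicate 1 or glycerol/acetate replicate 2, with log2FC values from -1.43 to -0.91 over the fits that each left out 1 library. For oxyS (b4458) the log2FC was -0.96 (adjusted p = 0.0316) and for symR (b4625) -0.78 (adjusted p = 0.0123), from the same test and both within the fold change threshold. Without glycerol/acetate replicate 1 or glycerol/acetate replicate 3 oxyS was called, with log2FC values of -1.14 and -1.05. For rdlC (b4424) it was -0.50 (adjusted p = 0.336 from the same test), and its libraries overlapped between carbon sources. With 1 library left out, the log2FC of rdlC ran from -0.78 to -0.24. The symR gene lies opposite symE, so the counts of both are uncertain.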

The *flhDC* operon of *E*. *coli* encodes transcription factors that initiate flagellar synthesis, an energetically costly process that is tightly regulated (S1 File).

Interestingly, in *S*. *pombe*, the transcripts corresponding to ncRNA had a greater representation than metabolic and structural genes. 

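Of the ncRNA DEGs of S. pombe, 208 were higher in glycerol/acetate and 59 in glucose. Among those that overlap no protein-coding gene in ASM294v3, 76 were higher in glycerol/acetate and 15 in glucose. The median log2FC over the ncRNA genes tested was -0.24 (camera, adjusted p = 0.00369), and -0.19 with the genes at the floor of 3 counts placed at their bound. SPNCRNA.30 had no count in glucose and was at least 7.85-fold higher in glycerol/acetate, and SPNCRNA.410 at least 3.91-fold.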

We observed that 311 ncRNA genes were differentially expressed in glycerol/acetate compared to glucose, with 248 ncRNA genes induced and 63 repressed in glycerol/acetate. (S2 File). One of the ncRNAs detected in glycerol/acetate is the SPNCRNA.1324 gene, which is expressed antisense to *fbp1* that encodes fructose-1,6-bis-phosphatase and is transcriptionally repressed by glucose. 

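This ncRNA lies on the plus strand of chromosome II from 197369 to 200995 in ASM294v3, and fbp1 (SPBC1198.14c) lies within it on the minus strand, from 197660 to 199369, over 1710 bases. Expression of the ncRNA was 206 ± 29.2 CPM (SD, n = 3) in glucose and 989.6 ± 57.1 CPM (SD, n = 3) in glycerol/acetate (log2FC -2.27, standard error 0.09, adjusted p = 3.5e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For fbp1 it was 158 ± 25.8 CPM (SD, n = 3) in glucose and 943 ± 50.6 CPM (SD, n = 3) in glycerol/acetate (log2FC -2.58, standard error 0.09, adjusted p = 1.2e-13 from the same test). Because the use of strand in the counting is not stated, reads of fbp1 may be among those counted on the ncRNA. In both carbon sources the ncRNA had slightly more CPM than fbp1, which is what counting the reads of fbp1 on both would give. A change of the ncRNA itself therefore cannot be told from that of fbp1 here.

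**Figure D2:**
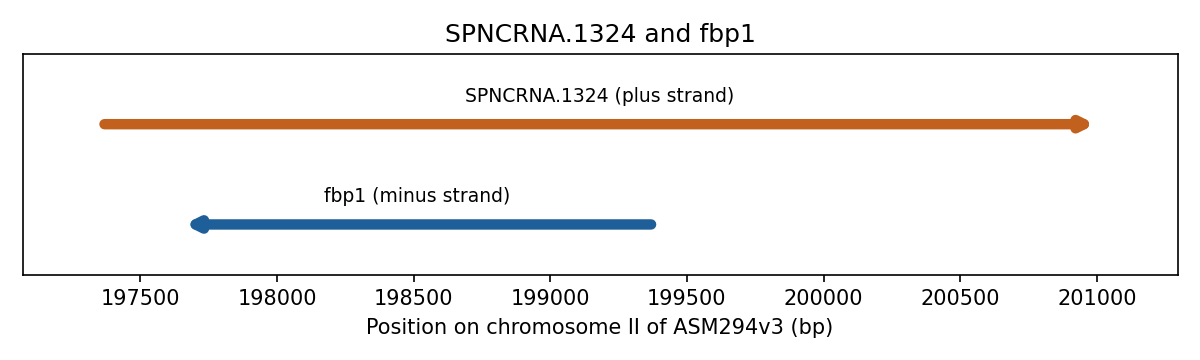
Position in bp of the antisense ncRNA (plus strand) and fbp1 (minus strand) on chromosome II of ASM294v3, each drawn as an arrow in its direction of transcription. The whole of fbp1 lies within the ncRNA.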

Another interesting ncRNA expressed in glycerol/acetate is *sme2* (SPNCRNA.103), which has recently been shown to accumulate in the *sme2* chromosomal loci and mediates their robust meiosis pairing through the lncRNA–protein complexes assembled at specific chromosomal loci which mediate the recognition and subsequent pairing of homologous chromosomes [51].

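Expression of sme2 (SPNCRNA.103) was 14.9 ± 9.52 CPM (SD, n = 3) in glucose and 47.9 ± 4.76 CPM (SD, n = 3) in glycerol/acetate (log2FC -1.67, standard error 0.33, adjusted p = 3.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The glucose libraries held 6, 30 and 34 counts. The log2FC moved from -2.05 to -1.24 with each library left out in turn, and the call was kept each time.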

## Discussion

Glucose has long been recognized as the preferred source of carbon for many microorganisms and defines a transcriptionally conserved response. Even so, many microorganisms may also use many other sources of carbon, including glycerol in the presence of external electron acceptors by means of respiratory metabolism [52,53]. Comparative expression profile studies have revealed coordinated gene expression evolution across eukaryote species, but it has been difficult to compare organisms classified into different kingdoms of life. This work aims to compare the behavior of two organisms, *E*. *coli* and *S*. *pombe*, using similar growth conditions in two different metabolic scenarios, to elucidate some of the conserved responses between prokaryotes and eukaryotes and the particular adaptations evolved to contend with different carbon sources.

Using RNA-seq technology, we compared the transcriptome of bacteria and fission yeast in two metabolic scenarios, growing organisms in the YE medium with glucose or glycerol/acetate as the principal carbon source. To decrease the variations, it is important to say that the only significant difference was the growth temperature. Our analyses showed that of the 4242 and 5132 proteins present in *E*. *coli* and *S*. *pombe*, respectively, 718 orthologous and 262 co-orthologs are conserved. The numbers in the Venn diagram (Fig 1) represent the number of orthologous clusters that *E*. *coli* shares with *S*. *pombe*. The diagram shows that 343 gene clusters are shared by both species, suggesting their conservation in the lineage after speciation. Additionally, it shows that there were 385 clusters specific to *E*. *coli* and 436 to *S*. *pombe*. We applied OrthoVenn clustering to identify gene clusters enriched in in both species and only the tricarboxylic and the glycolytic processes were enriched. The presence of specific clusters suggests that there might be a lineage specific gene expansion in these gene families in both species. Based on annotation of these clusters, some of these lineage specific clusters are involved in biological processes specific for each organism (e.g., bacterial-type flagellum hook for *E*. *coli* or negative regulation of ascospore formation for *S*. *pombe*).

Our comparison revealed that in both organisms, glucose promotes cell proliferation and biomass formation, while a gluconeogenic source, such as glycerol, activates typical respiratory metabolism genes, such as glyceraldehyde phosphate dehydrogenase, and induces changes in cell morphology. These common points reinforce the notion that the response to the same stimulus (growth condition) in phylogenetically distant species preserves a pattern where transcriptional response plays a central role.

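For the glyceraldehyde phosphate dehydrogenase genes, E. coli gapA (b1779) had 1365 ± 84.7 CPM (SD, n = 3) in glucose and 1105 ± 112 CPM (SD, n = 3) in glycerol/acetate (log2FC 0.31, standard error 0.09, adjusted p = 0.0130 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In S. pombe the log2FC was 0.50 for tdh1 (SPBC32F12.11) and 0.42 for gpd3 (SPBC354.12), with adjusted p-values of 5.9e-06 and 6.0e-05 from the same test. All 3 genes were higher in glucose, each by less than the fold change threshold. For gapA, counts may have been lost where reads are dense, which would understate its change. The glycerol-3-phosphate dehydrogenase genes of E. coli were higher in glycerol/acetate, with a log2FC of -3.38 for glpD and -3.80 for glpA (adjusted p = 3.4e-09 and 1.3e-05 from the same test).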

In both organisms, a conserved response has been observed in central carbon metabolism. In bacteria, the expression of *agaI*, *kbaY*, *agaD*, *gatA*, *ebgC*, *agaB*, *gatB*, *gatC*, and *gatD* genes has been reported to be involved in the production of glycerone-P, lactose, D-galactosamine 6-phosphate, and tagatose, most of them subjected to Crp catabolite repression [39]. Similarly, some genes involved in galactose metabolism in fission yeast were overexpressed in glycerol/acetate, including GAL10 (UDP-glucose 4-epimerase/aldosis 1-epimerase), GAL1 (galactokinase), MEL1 (alpha-galactosidase), GAL7 (galactose-1-phosphate uridylyltransferase), INV1 (external invertase beta-fructofuranosidase), and AGL1 (maltose alpha-glucosidase), the majority of which are also subjected to catabolite repression [54]. Nonetheless, at the glucose concentrations used in the comparison study, the effect of catabolic repression is more pronounced in fission yeast than in *E*. *coli*.

The findings related to flagellum formation in *E*. *coli* are directly in line with previous studies where the responses to gluconeogenic carbon sources, such as glycerol, succinate, and glycine, correspond to the "foraging behavior” described by Liu and coworkers [55]. As carbon substrate quality decreases (defined by growth rate) *E*. *coli* systematically increases the number of genes expressed in a hierarchical manner and also increases their motility by production of flagella. In terms of the number of genes and the energy required for flagellar biosynthesis and functioning, this process is very expensive for the cellular economy and would trigger a high risk of exhausting the sole energy supply more rapidly. It seems that bacteria take a risk and actively seek out better conditions using the flagellar system [56]. The mechanistic and signal transduction models of the chemotactic responses in bacteria and archaea are based largely on studies with *E*. *coli* methylated chemotaxis proteins (MCPs). There are five MCPs in this organism: Tar (transducer for aspartate), Tap (transducer for peptides), Aer (the aerotaxis MCP), Tsr (transducer for serine), and Trg (transducer for ribose and galactose). Attractant or repellent binding to an MCP induces conformational changes that are transmitted via CheW to CheA, the histidine sensor kinase of the chemotaxis system [57]. In our data, only *trg* was differentially expressed with a log2FC of -1.193. This result is consistent with what was observed by Fitzgerald *et al* [34], where the induction of flagellar swarming by FliA, induces a complex transcriptional network involving many synchronized events, such as the expression of regulatory genes (*flhDC*), basal body and hook genes, *fliLMNOPQR* operon motor and hook-associated protein, the flagellar sigma factor σ^28^, and *trg*, all of which are significantly overexpressed in glycerol/acetate. 

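The trg gene (b1421) had from 48 to 67 counts in the glucose libraries and at least 143 counts in each of the glycerol/acetate libraries (log2FC -1.33, standard error 0.17, adjusted p = 1.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The tar, tap, aer and tsr genes were not DEGs, with log2FC values of 0.74 for tar, 0.71 for tap, 0.22 for aer and a value within 0.01 of 0 for tsr (adjusted p = 0.0838, 0.148, 0.409 and 0.996 from the same test). Neither cheW nor cheA was a DEG (log2FC 0.83 and 0.39, adjusted p = 0.0661 and 0.358 from the same test). Over the fits that each left out 1 library, the log2FC of cheA ran from 0.12 to 0.69 and that of aer from 0.05 to 0.36. With 1 library left out, tar was called without glycerol/acetate replicate 2 (log2FC 1.056) and cheW without glucose replicate 1 (log2FC 1.00), and the sign of tsr changed without glucose replicate 1, glucose replicate 2 or glycerol/acetate replicate 2.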

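The regulator genes flhD (b1892) and flhC (b1891) had log2FC values of -2.93 and -2.36 (adjusted p = 1.4e-07 and 3.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Along the fliLMNOPQR operon the values were -3.14 for fliL, -2.93 for fliM, -2.80 for fliN, -2.76 for fliO, -1.29 for fliP, -1.51 for fliQ and -1.43 for fliR, each a DEG. The call of fliP was lost in 4 and that of fliQ in 5 of the 6 fits that each left out 1 library, in which the log2FC of fliP ran from -2.31 to -0.90 and that of fliQ from -2.42 to -1.09.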

A similar response has been detected in *Pectobacterium atrosepticum* when comparing surface swarming in an agar plate containing glycerol and glucose. In this species, swarming is promoted by H-NS2, by quorum sensing in the absence of glucose, via *hexY*, a small protein that is thought to bind and sequester FlhD_4_C_2_ complex. A mutant strain of *hexY* displayed a hyper-swarming phenotype [58].

In fission yeast, several groups of genes related to meiosis, membrane and cell wall were highly expressed in glycerol/acetate. Meiotically upregulated genes (*mug*) was another overexpressed group. These genes were discovered based on microarray expression analysis, and are induced during chromosome segregation. These proteins are associated with cellular stress or genes related to recognition and signaling, and prepare *S*. *pombe* for the diploid formation and meiosis. Phenotypes of several *mug* gene mutant strains include lethality, smaller cell, aberrant cells or reduction in mating [36]. 

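For mug146 (SPCC1235.12c) the libraries held between 2 and 13 counts, and the log2FC was -1.05 (adjusted p = 0.151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For mug168 (SPBC660.09) expression was 45.3, 35.2 and 45.9 CPM in the glucose libraries and 76.8, 81.5 and 67.6 CPM in the glycerol/acetate libraries (log2FC -0.83, standard error 0.17, adjusted p = 4.0e-04 from the same test), within the fold change threshold.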

In our analysis, members of the enriched *mug* proteins gene set included middle and early genes and most of them do not have an apparent phenotype except for *mug146* (many abnormal spores) and *mug168* (resisted deletion). These findings indicate that fission yeast cells are in a process of entry to mating-type switch, diploid formation, and meiosis cycle. However, *S*. *pombe* h- 972 is unable to form diploids because it has a deletion in the *mat2*-P gene.

Meiosis, although an event during sexual reproduction, is also induced in nitrogen deficient media, and the literature describes that it allows DNA repair, homologous recombination events, and adaptive survival advances [59]. Remarkably, several Duf999 family proteins, involved in rapidly and efficiently healing double-strands breaks near sub-telomeres and to maintain cell viability, were overexpressed in glycerol/acetate. Therefore, under certain assumptions, this can be interpreted as a “foraging behavior” response, since it stimulates cell differentiation and the use of alternative nutrient sources, energy efficiency, and cell stress.

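Of the 10 genes of the DUF999 family, 4 passed the filter and 1 was a DEG: SPBCPT2R1.04c, with 2, 3 and 0 counts in glucose and 8, 8 and 13 in glycerol/acetate, at least 3.56-fold higher. Its call was lost without glycerol/acetate replicate 3 (adjusted p = 0.0545 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest over the alternatives, the lowest being 1.2e-04). These subtelomeric genes are near-identical copies, and reads that align equally well to several of them could have been removed or given to 1 copy. The family's median fitted log2FC was -2.18 (camera, adjusted p = 0.223), and -0.61 with the 3 genes at the floor of 3 counts placed at their bound. Without glucose replicate 1 or glucose replicate 3, 2 of the 4 were DEGs, SPAC212.04c being the other, and without glycerol/acetate replicate 3 SPAC212.04c was the DEG in place of SPBCPT2R1.04c. By fry the family was past the threshold.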

An interesting feature observed in both species reveals that when grown in glycerol/acetate rather than glucose, there was a greater expression of ncRNAs genes. ncRNAs can regulate gene expression at post and transcriptional stages. More than 170 ncRNAs have been described in *E*. *coli* and some of those observed in this work have been validated in the literature in response to cellular stress, such as *ryhB* and *micF*. These sRNAs regulate expression of proteins linked to oxidative and membrane envelope stresses. 

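The ryhB gene (b4451) had 11.7 ± 2.04 CPM (SD, n = 3) in glucose and 25.9 ± 8.41 CPM (SD, n = 3) in glycerol/acetate (log2FC -1.13, standard error 0.35, adjusted p = 0.0160 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its call was lost without glucose replicate 2 or glycerol/acetate replicate 2, where its log2FC reached -0.85. The micF gene (b4439) had a log2FC of -0.86 (adjusted p = 0.00346 from the same test), within the fold change threshold, and was called without glucose replicate 2 (log2FC -1.02).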

The sRNA with the highest fold change in our study was *cyaR* (log2FC -2.37). 

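Expression of cyaR (b4438) was 6.17 ± 3.21 CPM (SD, n = 3) in glucose and 39.8 ± 8.24 CPM (SD, n = 3) in glycerol/acetate (log2FC -2.69, standard error 0.39, adjusted p = 5.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had the largest fitted change among the small RNA DEGs other than rseX, which had no count in glucose. Of the cyaR targets the paper names, nadE and yqaE were DEGs higher in glucose (log2FC 1.18 and 1.09, adjusted p = 3.5e-07 and 2.9e-04), luxS was higher within the fold change threshold (log2FC 0.50, adjusted p = 3.4e-04) and ompX did not differ beyond the replicate error (log2FC 0.09, adjusted p = 0.463), all from the same test. The call of yqaE was lost without glycerol/acetate replicate 1 (log2FC 0.99). Counts of ompX ran only from 898 to 952, while the E. coli library totals ran from 1148086 to 1457633. A loss of counts where reads are dense could give this, so a change of ompX could be hidden.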

The transcript of this gene is stabilized by Hfq, promoting degradation of the *ompX* [41,60], *yqaE*, *nadE*, and *luxS* mRNAs [41]. Its expression depends on the combinatorial effect of the σ ^E^ sigma factor and the two-component CpxAR system [61]. 

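Among genes named beside the small RNAs, rcsA (b1951) had 80.5 ± 23.9 CPM (SD, n = 3) in glucose and 273 ± 31.6 CPM (SD, n = 3) in glycerol/acetate (log2FC -1.76, standard error 0.17, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2FC was -1.44 for symE (adjusted p = 0.0307), 0.34 for rpoS (adjusted p = 0.00392) and 0.28 for fhlA (adjusted p = 0.0489), all from the same test. The call of symE was lost in 5 of the 6 fits that each left out 1 library, and its log2FC ran from -1.81 to -1.11 over them.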

The other sRNAs that were over-expressed in glycerol/acetate were: *rdlC* (log2FC -1.19), whose overexpression decreases swarming motility [42]); *symR* (log2FC -1.14), a very stable small RNA that is encoded on the opposite strand of the *symE* 5’ UTR and represses translation of *symE* [43]; *dsrA* (log2FC -1.13), which affects biosynthesis of capsular polysaccharides via increased production of the activator RcsA [44], which showed a log2FC of -1.69; and *oxyS* (log2FC -1.08) that is involved in regulation of *fhlA* [45–47], *rpoS* [45,48,49], *flhDC* [50], and *fliA* (σ^F^ sigma factor). *fliA* regulates genes related to the expression of the flagellum and other transcriptional units, such as the *flhDC* operon (log2FC -2.77 and -2.13, respectively) of *E*. *coli*, which encodes transcription factors that initiate flagellar synthesis, an energetically costly process that is highly regulated and the *glpABD* operon, which facilitates the uptake of glycerol. Also, *fliA*, like σ^E^ sigma factor, competes for the binding sites of σ^70^ sigma factor [34]. Hence, we observed that most of the expression values for sRNAs and their regulated genes have the expected expression pattern.

For *S*. *pombe*, 1836 ncRNA genes were reported in the Pombase database. However, 5775 novel *lncRNAs* were recently reported by Atkinson *et al* [62]. based on RNA-seq results. The presence of Dicer and the expression of long ncRNAs in fission yeast indicates clear post-transcriptional gene regulation [63]. Most ncRNAs have not been identified as regulators or precursors for small ncRNAs [64], although some RNA-seq studies have revealed the presence of ncRNAS transcripts on vegetative development, meiotic division, and nutritionally restricted quiescent cells. Nevertheless, some of those found in glycerol/acetate are involved in the regulation of transcripts such as SPNCRNA.1324 (antisenses-*fbp1*) implicating gluconeogenesis [65], while others are specifically associated with cell stress, such as SPNCRNA.1164 [66]. 

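The ncRNA named last, on chromosome III from 966133 to 971255 in ASM294v3, had 16.5 ± 2.79 CPM (SD, n = 3) in glucose and 27.0 ± 6.76 CPM (SD, n = 3) in glycerol/acetate (log2FC -0.70, standard error 0.29, adjusted p = 0.0511 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not a DEG.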

Recently, it was stated that *sme2*, another ncRNA expressed in glycerol/acetate, forms lncRNA–protein complexes with Smp proteins assembled to tether homologs at different chromosomal loci [51]. To deepen our understanding of the role of these transcripts, we are currently analyzing two RNA-seq libraries specifically designed to evaluate the expression of ncRNAs in *S*. *pombe* under the same experimental conditions as in this study.

To conclude, transcriptome analyses carried out in this work comparing two different microorganisms in a similar environment changing only the carbon source, allowed us to infer that the metabolic response to glucose is usually maintained in two species that belong to separate life domains. Our results extend previous reports showing that analogous genes related to catabolite repression and associated with “foraging behavior” in both species are overexpressed when glucose is absent and another carbon source such as glycerol acetate is utilized. Interestingly, in this condition, the induction of the ncRNAs expression is preserved in both organisms, reinforcing the idea that these molecules are essential for regulating genes involved in stress conditions. This study serves as a framework for future research on functional comparative genomics between the three of domains of life: Eubacteria, Archaea, and Eukaryotes.

## Ethics approval

The authors have no ethical conflicts to disclose since neither human beings nor animals were involved in our research.

## Supporting information

S1 Fig Growth curves of E. coli and S. pombe in ME medium supplemented with glucose or glycerol/acetate. (**a**) Growth of *E*. *coli* MG1655 in YE medium with 2% (m/w) glucose (∙) and 2%/0.2% (m/w) glycerol acetate (**■**) while shaking to 250 rpm at 37°C. Error bars indicate one standard error of the mean of three biological replicates. (**b**)Growth of *S*. *pombe* 972 h^-^ in YE medium with 2% (m/w) glucose (∙) and 2%/0.2% (m/w) glycerol acetate (**■**) while shaking to 250 rpm at 30 C. Error bars indicate one standard error of the mean of three biological replicates.
(TIF) Click here for additional data file.

S2 Fig Volcano plot of RNA-seq data in *E*. *coli* and *S*. *pombe*. The data for 4419 genes in *E*. *coli* (**a**) and 6862 genes in fission yeast (**b**) were plotted as log2 fold change versus the −log10 of the *p*-value. Thresholds are shown as dashed lines. Genes selected as significantly different are highlighted as red dots.
(TIF) Click here for additional data file.

S1 Table STRING functional enrichment analysis of GO categories; KEGG pathways and LNS terms. STRING functional enrichment analysis of several biological terms of the STRING database using all gene expression profile ranked by Log2FC values and using a lenient FDR astringency (< 0.25) in *Schizosaccharomyces pombe* (a) and *Escherichia coli* (b) grown in glucose (GLUC) and glycerol/acetate (GLYC).
(XLSX) Click here for additional data file.

S2 Table STRING functional enrichment analysis of GO categories; KEGG pathways and LNS terms. STRING functional enrichment analysis of several biological terms of the STRING database using exclusively the orthologs identified by OrthoVenn and PANTHER database in *S*. *pombe* and *E*. *coli*. Orthologs of *S*. *pombe* (a) and *E*. *coli* (b) grown in glucose (GLUC) and glycerol/acetate (GLYC) were ranked by Log2FC values for the analysis and using a lenient FDR astringency (< 0.25).
(XLSX) Click here for additional data file.

S3 Table Ortholog clusters of *E*. *coli* and *S*. *pombe* identified by OrthoVenn and complemented with the information of ortholog genes predicted by PANTHER. (XLSX) Click here for additional data file.

S1 File EdgeR analysis of *E*. *coli* MG1655 grown in YE medium with 2% (m/w) glucose (∙) and 2%/0.2% (m/w) glycerol acetate. (PDF) Click here for additional data file.

S2 File EdgeR analysis of *S*. *pombe* grown in YE medium with 2% (m/w) glucose (∙) and 2%/0.2% (m/w) glycerol acetate. (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

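RNA was measured by RNA-seq in 12 libraries, 3 per carbon source for E. coli and 3 per carbon source for S. pombe. The authors trimmed the paired reads with Trimmomatic, aligned them with HISAT2 without accepting mismatches, removed duplicates and low-quality alignments with SAMtools, and deposited for each organism a table of the raw count of reads per gene that BEDtools gave. The genome build, the annotation and the use of strand are not named in the paper's text for this step. One row of the E. coli table holds no number and was left out, and every other row was used as a gene. In 49 rows of the E. coli table a placeholder stands in place of a gene name. These rows held from 0.175% to 0.263% of a library's counts and were kept in the library sizes and the tests. Each library's counts were used as deposited, without pooling.

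From these counts, genes with at least 1 CPM in at least 2 of the 6 libraries of an organism were kept, the libraries were normalized by TMM in edgeR 4.0.16, and glucose was compared with glycerol/acetate by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in R 4.3.3. A gene was called differentially expressed at an adjusted p of at most 0.05 and an absolute log2FC of at least 1, with glucose over glycerol/acetate. The 1 CPM filter and both thresholds are those of the paper, which used edgeR's likelihood ratio test. CPM values are normalized for library size, and their spread is the SD of 3 libraries. The standard error of a log2FC was taken as its size divided by the square root of the F statistic. Where every library of one carbon source held 3 counts or fewer, the fold change was given as a lower bound against a floor of 3 counts in each library. That bound divides the mean of the other carbon source by the floor, and takes in no counting error of that mean. No molecular identifiers are described for the reads, so intervals and floors cover counting error only. Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, and adjusted over the sets of each organism. Correlations between organisms were tested by permutation with 100000 resamples. Python 3.11.15, pandas 2.3.3 and scipy 1.17.1 were used for the rest.

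Gene names came from the tables. Of the E. coli rows, 4211 were matched by symbol, 200 by synonym and 155 not at all, and 27 symbols were listed more than once, in 93 rows, which were kept as separate genes. Of the S. pombe rows, 6763 were found in ASM294v3, whose coordinates are given here. Gene sets were drawn up from gene names and products after the study's own tables had been read, so those for flagellar classes, colanic acid, nitrate respiration, glp genes, tRNA, ribosomal proteins, Tf2, M-factor and meiotic recombination are not independent of these samples. The rule for the genes named was every gene for which the paper gives a measurement or a direction, with the regulators and targets it names beside them, and in each organism the 3 DEGs with the largest absolute log2FC in each direction among those whose values do not overlap between carbon sources. Outside the rule, isrC, omrB, SPAC212.04c, SPCC1450.08c and SPBTRNAARG.04 are named because their calls changed with 1 library left out, and were chosen after their values were seen.

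Depth limits precision. The biological coefficient of variation and the totals per library are given with the data. Replicates differed by more than independent counts would, with a chi-square per degree of freedom from 1.54 to 5.02 between pairs, so none was counted as a copy of another. If both reads of a pair were counted, the counts are not independent, and the lowest of these values may be sampling noise alone. On simulated counts with 200 genes changed by a log2FC of 1.5, the test found 195 of them in E. coli and all in S. pombe, with 2 false calls in S. pombe. The changed genes were drawn only from those above a minimum mean CPM, and the counts were drawn independently, without loss of duplicates. The simulation therefore does not show how many changes are found among genes with low counts.

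The settings tried as alternatives, chosen before the data were examined, were the likelihood ratio test, the DESeq2 1.42.0 Wald test, DESeq2's size factors, library size alone, no filter, a minimum of 10 counts in every library, removal of rRNA and tRNA genes, the replicate number as a block, each library left out in turn, an adjusted p of at most 0.01, fry and an estimated correlation for gene sets, correlations of log2(CPM + 1) and of ranks, other ncRNA identifiers, and ortholog pairs without the farthest ones, with genes in 1 pair only or of the least diverged orthologs. Removing the genes with the most counts per base, leaving out the E. coli rows that name no gene and counting only ncRNAs without an overlapping gene were chosen after the data were seen. An adjusted p that DESeq2 did not give was left out and not counted as a lost call. The GSEA, the GO, STRING and OrthoVenn analyses and the microscopy of the paper were not repeated here, and no E. coli coordinates are given. The paper links an E. coli genome for its ortholog comparison but does not name the build used for counting.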

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

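Of the values of the main results under the alternatives, 472 kept their direction and their side of the threshold, or stayed within 1.5 times or the replicate spread. Of the rest, 29 became weaker, 2 became stronger, 8 reversed and 10 moved beyond those limits. No DEG of either organism changed direction with another test, scaling or filter, with the replicate block or with 1 library left out. DESeq2 called 689 and 669 DEGs, of which 684 and 656 were among those of the quasi-likelihood test, and 6 of the E. coli DEGs had no adjusted p in DESeq2. With 1 library left out, E. coli had from 661 to 768 DEGs and S. pombe from 647 to 708. Without the rows that name no gene, an alternative chosen after the data were seen, E. coli had 710 DEGs, 707 of them shared.

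With a minimum of 10 counts in every library, fewer genes are tested. The small RNA DEGs of E. coli fell to 3, the S. pombe DEGs higher in glycerol/acetate to 265, and the ncRNA DEGs to 132, of which 97 were higher in glycerol/acetate and 35 in glucose. The share of ncRNA became 36.6%. Requiring an adjusted p of at most 0.01 left 5 small RNA DEGs and a share of 46.5%. Counting only ncRNAs without an overlapping protein-coding gene, which was chosen after the data were seen and leaves fewer genes by construction, gave 91 ncRNA DEGs, with 76 higher in glycerol/acetate and 15 in glucose, and a share of 27.9%.

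On log2(CPM + 1), the lowest correlation within a carbon source was 0.973 in E. coli and 0.980 in S. pombe, and the highest between them 0.942 in S. pombe. By Spearman's rho on raw counts, the highest between carbon sources was 0.940 in E. coli and 0.934 in S. pombe. With 1 library left out, the lowest S. pombe correlation within a carbon source ranged from 0.984 to 0.992, reached without glucose replicate 1, and the highest between carbon sources from 0.860, without glycerol/acetate replicate 3, to 0.871. The cause of these moves was not tested.

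With an inter-gene correlation estimated from the data, the adjusted p of camera was 0.223 for the glp, colanic acid, class 2 and all flagellar genes of E. coli and 0.160 for its lipopolysaccharide and nitrate respiration genes. In S. pombe it was 0.0600 for the M-factor, ribosomal protein, galactose and wtf sets, 0.0646 for mug genes and ncRNAs, 0.212 for meiotic recombination and 0.518 for tRNA genes. None of these sets was past the threshold under it, while the ght set was (0.00986). The adjusted p of the mug genes was 0.0537 with the replicate block and 0.411 without the genes with the most counts per base, chosen after the data were seen, and over the alternatives it ranged from 1.1e-04 to 0.411. Apart from the mug genes, the other alternatives, fry among them, gave these sets adjusted p values of at most 0.00671 in E. coli and 0.0455 in S. pombe, down to 1.2e-32 and 1.2e-46. By fry the DUF999 family had an adjusted p of 0.00132, against up to 0.325 under the other alternatives. The class 3 flagellar genes of E. coli were past the threshold under no alternative, and their direction by camera was reversed with DESeq2's size factors (adjusted p = 0.993), with the replicate block (0.953), without rRNA and tRNA genes (0.980), without the densest genes (0.961), without the rows that name no gene (0.994), without glucose replicate 2 (0.772) and without glycerol/acetate replicate 3 (0.903). With 1 library left out it ranged from 0.764 to 0.989. The cause was not tested.

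Over pairs whose genes are in 1 pair only, the ortholog correlation rose to 0.196. Without the 2 pairs farthest from the median E. coli log2FC, it was 0.328 for glycolysis, 0.188 for the pentose phosphate pathway and reversed to 0.155 for the TCA cycle. Spearman's rho for the pentose phosphate pathway was 0.302, and r without the 2 pairs farthest from the median S. pombe log2FC was 0.272. The cause of these changes was not tested.

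Of the single genes named, tsr, ght2 and SPBTRNAARG.04 reversed, none of them a DEG over all 6 libraries. The log2FC of tsr was 0.0023 in DESeq2, 0.0046 with DESeq2's size factors and 0.0675, 0.0871 and 0.114 without glucose replicate 1, glucose replicate 2 and glycerol/acetate replicate 2. With 1 library left out its log2FC ranged from -0.178 to 0.114. That of the gene SPBC4B4.08 (ght2) was 0.0266, 0.0239 and 0.0276 without glucose replicate 1, glucose replicate 2 and glycerol/acetate replicate 3, and 0.00586 without the densest genes. It ranged from -0.141 to 0.0276 over the fits that each left out 1 library. That of the gene SPBTRNAARG.04 was -5.42 without glucose replicate 3, where it was called and is a fitted value, since the other glucose libraries held no count of it, and ranged from there to 0.77 without glucose replicate 2, and -0.25 with the replicate block. Of the genes named, 17 lost their call, in 66 cases in all: agrA, cheZ, csgF, dsrA, flgM, fliP, fliQ, fliS, fliT, omrA, psuK, rprA, ryhB, SPAC977.04, SPBCPT2R1.04c, symE and yqaE, of which fliS and SPAC977.04 did so only at an adjusted p of at most 0.01. A call was gained by 8, in 13 cases: cheW, isrC, micF, omrB, oxyS, SPAC212.04c, SPCC1450.08c and tar. The cause was not tested.

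The replicate numbers do not pair the libraries. The correlation of same-numbered libraries' deviations from their carbon source's mean was 0.0690, 0.0120 and 0.0447 in E. coli and -0.0483, -0.0261 and 0.0154 in S. pombe. With the replicate block there were 711 E. coli and 678 S. pombe DEGs, 700 and 672 of them shared. Apart from the mug set and flgM (log2FC -0.97), it changed no call of a gene set or of a gene named in the text.

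For 12 E. coli and 50 S. pombe DEGs, one carbon source is at the floor of 3 counts, so the depth gives only a lower bound of the change. Chance was looked at through the splits of the libraries of an organism into 3 and 3, of which the design allows 10, so that the share of splits as large as the real one is never under 0.1 and chance cannot be told apart from the carbon source by it. Each of the other 9 splits also sets 2 libraries of one carbon source and 1 of the other against the reverse, so it still holds part of the difference between the carbon sources, which also widens the spread within its groups. Its counts are therefore not those of a comparison without a difference, and say nothing about how many DEGs or gene sets chance gives. The other 9 splits gave no DEG in either organism, with 19 to 62 E. coli and 24 to 109 S. pombe genes at an unadjusted p under 0.05, against 2426 and 3666 in the real split. Only 1 of the 10 splits, the real one, gave as many DEGs, overall and in each direction, in either organism, as many small RNA DEGs in E. coli, and as many ncRNA DEGs or as large a share of ncRNA in S. pombe. For gene sets called by camera, 8 of the 10 splits gave at least as many called gene sets as the real split in E. coli, the real one included, and 1 in S. pombe. The other splits called from 5 to 8 sets in E. coli and from 5 to 8 in S. pombe, against 6 and 9 in the real one.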

Differences from the paper's values

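The paper counts 5 small RNA DEGs in E. coli, and 9 were found here. DESeq2's Wald test and the fits without glucose replicate 1, 2 or 3 or without glycerol/acetate replicate 2 gave 7, and an adjusted p of at most 0.01 gave 5, which fall within 1.5 times the paper's number. The other settings chosen before the data were examined gave values beyond it. These are comparisons of numbers and not of members. Of the small RNAs that the paper counts, cyaR and dsrA were among the 9 here, and rdlC, symR and oxyS were not. At an adjusted p of at most 0.01, dsrA was not called either. The paper bounds the correlation between carbon sources at 0.89, and the highest E. coli value here was 0.922, above it under every setting.

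For homologs with an EC number, a restriction that was not repeated here, the paper gives a Pearson r of log2FC of 0.1199. Over all ortholog pairs it was 0.0489 here, so the pairs are not the same, and none of the alternatives closed the gap. For glycolysis/gluconeogenesis the paper gives 0.3555, against 0.584. It closed without the 2 pairs farthest from the median E. coli log2FC (0.328) and without the 2 farthest in S. pombe (0.468), not under the other settings. For the pentose phosphate pathway the paper gives 0.7721, against 0.394, and no setting closed the gap.

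The paper gives an absolute log2FC of 2.5 for fliA, against 2.99 here. The gap closed without glucose replicate 1 and without glycerol/acetate replicate 2 only, where closed means near the paper's value and not at it. No gene said to close, here or below, reached the paper's value with 1 library left out. The log2FC of flhC was -2.36 against the paper's -2.13, closing without glucose replicate 3 and without glycerol/acetate replicate 1. For rdlC it was -0.50 against the paper's -1.19, and ran from -0.78 to -0.24 with 1 library left out. For symR it was -0.78 against the paper's -1.14, and ran from -0.89 to -0.63 over the same fits.

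The following log2FC values are set beside those in the paper's supplementary tables. In the fliLMNOPQR operon, they were -3.14 for fliL against the paper's -2.15, -2.93 for fliM against -2.30, -2.80 for fliN against -1.47, -2.76 for fliO against -1.12, -1.29 for fliP against -0.50, -1.51 for fliQ against -0.069 and -1.43 for fliR against -0.70. Only that of fliP closed, without glucose replicate 1, glucose replicate 3 or glycerol/acetate replicate 1. They were -0.85 for agaI against the paper's 0.085, -0.86 for kbaY against 0.13, -1.09 for agaD against 0.12 and -1.28 for agaB against 0.23, and none closed. For aer they were 0.22 against the paper's -0.21, and for yqaE 1.09 against the paper's 0.11, and no setting closed either. For tsr they were -0.00109 against the paper's 0.0474, of the same sign with DESeq2, DESeq2's size factors and without glucose replicate 1, glucose replicate 2 or glycerol/acetate replicate 2. For ryhB, -1.13 against the paper's -0.70 closed with DESeq2 and without glucose replicate 2 or glycerol/acetate replicate 2. For luxS, 0.50 against the paper's 0.37 closed with library size alone and without glucose replicate 1 or glycerol/acetate replicate 1. For glpB, -2.96 against the paper's -2.50 closed without glucose replicate 2, glycerol/acetate replicate 1 or glycerol/acetate replicate 2, and for glpD, -3.38 against the paper's -3.09 closed without glucose replicate 3.

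Over the genes in both, the log2FC values had an r of 0.885 with the paper's in E. coli (4280 genes) and 0.972 in S. pombe (6627 genes), and 15 and 3 DEGs had the opposite sign. For the S. pombe tRNA genes r was 0.695 over 50 genes, of which 19 differed by more than 1. The sign was opposite for 8 of the 50, none of them a DEG. The genes in the copy of the edgeR table used here number 4415 for E. coli and 6804 for S. pombe, where the paper gives 4419 and 6862.

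The paper names ydeS among the genes with the highest log2FC in glucose, and it did not pass the filter here, with 2, 0 and 0 counts in glucose and none in glycerol/acetate. It names glpT, flgB and mglA as the genes most induced in glycerol/acetate, and the largest fitted changes were those of wcaF, rseX and csgF, whose glucose libraries are at the floor, so that only bounds of their folds are known. It lists chemotaxis and porins among the sets enriched in glycerol/acetate. By camera their adjusted p was 0.629 and 0.610, no alternative called either, and the median log2FC of the chemotaxis genes was 0.39, higher in glucose. It names DUF999 genes as overexpressed in glycerol/acetate, and camera gave an adjusted p of 0.223 for the set, which fry called. Its Table 1 lists retrotransposable elements as enriched in glycerol/acetate, and camera gave an adjusted p of 0.616 for the 2 Tf2 genes tested, which no alternative called.

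The paper names glyceraldehyde phosphate dehydrogenase as activated by a gluconeogenic source, and its genes were higher in glucose, with a log2FC of 0.31 for gapA, 0.50 for tdh1 and 0.42 for gpd3. It names oxyS, symR and rdlC as higher in glycerol/acetate, and none was called, with log2FC values of -0.96, -0.78 and -0.50. Without glycerol/acetate replicate 1 or glycerol/acetate replicate 3, oxyS was called, with log2FC values of -1.14 and -1.05, and no alternative called the others. It lists agaI, kbaY, agaD, agaB and ebgC among genes of which some changed in glycerol/acetate, and none of these 5 was called under any alternative. Nor were mug146 and mug168, which it lists in the enriched mug set, with log2FC values of -1.05 and -0.83, the latter within the fold change threshold. The ncRNA that the paper associates with cell stress had a log2FC of -0.70 and was called under no alternative, since it stayed within that threshold. It names cyaR as the small RNA with the highest fold change, and rseX had the larger fitted change, with no count in glucose and a bound of 1.67-fold, so that their order is not settled.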

Other observations

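Apart from the settings listed above as chosen beforehand, the tests in this part were chosen after the pattern was seen. Each pattern is a hypothesis found and tested on the same data.

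The 29 class 2 flagellar genes of E. coli were lower in glucose and the 22 class 3 genes lay on both sides of 0, with a difference in median log2FC of 2.29 (permutation test across genes, p = 1.0e-05, the smallest that the resamples can give; genes are not independent). The 7 class 3 genes with at least the median count of the class 2 genes, by the mean over all libraries, had a median log2FC of 0.22, from -1.33 to 0.40, above the -0.48 of the highest class 2 gene, which argues against too few counts as the whole source of the difference. The lowest of them is trg, and flgN, at -0.63, was also lower in glucose. What causes the difference stays open, and no biological explanation was tested.

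E. coli genes with the most counts per base changed least, with an SD of log2FC of 0.36 among the densest of 10 equal groups of genes, where 12 of 441 genes were DEGs. Their counts in the largest library were 1.07 times those in the smallest in glucose and 1.13 times in glycerol/acetate, against 1.26 and 1.37 in the middle groups and 1.17 and 1.27 for the library totals. This is what a loss of counts where reads are dense would give, and removal of duplicates may be a source. The ratio in glucose also falls over the less dense groups, so another difference between those libraries stays open, as does a biological one, such as stable expression of abundant genes. In S. pombe the densest group did not change least, with an SD of 0.75 and 104 DEGs among 652 genes. Its median was 0.35 counts per base, against 1.23 in E. coli, so this does not decide between the explanations.

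Antisense ncRNAs of S. pombe changed with the protein-coding gene they overlap. Of 3 groups by the part of the ncRNA that overlaps, in the one with the most, r between the log2FC values was 0.847 over 533 ncRNAs, against 0.672 and 0.558 in the groups with less, in order of falling overlap. With the nearest other gene r was 0.135, 0.146 and 0.452 in the same order, so that in the group with the least overlap the 2 values of r lay close together, and it was 0.244 for ncRNAs without an overlap. These are correlations across genes, which are not independent replicates. Reads of the overlapping gene may be counted on the ncRNA, and a shared response of neighbouring transcripts, which the values in the group with the least overlap also fit, stays open. Of the ncRNA DEGs without an overlapping protein-coding gene, 76 were higher in glycerol/acetate and 15 in glucose, which argues against such reads as the source of the excess there.

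Low counts were more often even than odd: 57.2% of counts from 1 to 20 in E. coli (Wilson 95% interval 55.6 to 58.8) and 60.3% in S. pombe (58.8 to 61.7). This may come from both reads of a pair being counted where both fall on the gene, which would make counts less precise than their size implies. No biological explanation was tested.

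All 10 mitochondrially encoded protein genes of S. pombe were lowest in glucose replicate 1 among the glucose libraries. As shares of the library total, their median ratio to the other glucose libraries was 0.551, which argues against library size, and glycerol/acetate libraries stood at 1.75 times the other glucose libraries, which argues against RNA of a glycerol/acetate culture in that library. The source stays open. Among the 404 S. pombe DEGs higher in glycerol/acetate, glucose replicate 1 had the highest of the glucose values for 127, or 31.4%. A general shift of that library toward glycerol/acetate was therefore not seen. All 6 galactose and disaccharide genes were among the 127, with agl1 at 304 CPM against 124 and 109, so a shift of some genes stays open.

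The paper's text does not name colanic acid, a capsule polysaccharide, but its supplementary enrichment tables list a colanic acid term for glycerol/acetate. All 19 genes of the list used here had a negative log2FC in E. coli, with a median of -2.16, and 15 were DEGs higher in glycerol/acetate (camera, adjusted p = 5.6e-07; from 1.1e-10 to 0.223 over the alternatives, the highest with an estimated correlation). With other scalings of the libraries the median closest to 0 was -2.16, and with 1 library left out it was -1.96, which argues against the scaling or a single library as the whole source. The other scalings moved the median of all genes by less than 0.1. In the glucose libraries the median count of these genes was 12.0, against 41.0 in glycerol/acetate. A biological explanation by the carbon source stays open as a hypothesis, as does any unlabelled difference between the cultures of the 2 carbon sources, which the design cannot separate from it. The list was drawn up after the study's own tables had been read, as was that for nitrate.

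All 24 genes for nitrate and nitrite respiration had a positive log2FC in E. coli, with a median of 2.16, and 20 were DEGs higher in glucose (camera, adjusted p = 6.4e-17; from 1.4e-20 to 0.160 over the alternatives, the highest with an estimated correlation). The paper's Table 1 lists nitrogen metabolism among the E. coli sets enriched in glucose, and its supplementary enrichment tables list nitrate reductase terms for glucose. The members of those sets were not used here. The median closest to 0 was 2.1201 over the other scalings and 1.82 with 1 library left out, which argues against either as the whole source. An effect of the carbon source stays open as a hypothesis, with the same limit of the design.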
